# MyoD is a 3D genome structure organizer for muscle cell identity

**DOI:** 10.1038/s41467-021-27865-6

**Published:** 2022-01-11

**Authors:** Ruiting Wang, Fengling Chen, Qian Chen, Xin Wan, Minglei Shi, Antony K. Chen, Zhao Ma, Guohong Li, Min Wang, Yachen Ying, Qinyao Liu, Hu Li, Xu Zhang, Jinbiao Ma, Jiayun Zhong, Meihong Chen, Michael Q. Zhang, Yong Zhang, Yang Chen, Dahai Zhu

**Keywords:** Differentiation, Chromatin structure, Muscle stem cells

## Abstract

The genome exists as an organized, three-dimensional (3D) dynamic architecture, and each cell type has a unique 3D genome organization that determines its cell identity. An unresolved question is how cell type-specific 3D genome structures are established during development. Here, we analyzed 3D genome structures in muscle cells from mice lacking the muscle lineage transcription factor (TF), MyoD, versus wild-type mice. We show that MyoD functions as a “genome organizer” that specifies 3D genome architecture unique to muscle cell development, and that H3K27ac is insufficient for the establishment of MyoD-induced chromatin loops in muscle cells. Moreover, we present evidence that other cell lineage-specific TFs might also exert functional roles in orchestrating lineage-specific 3D genome organization during development.

## Abstract (web summary)

Pioneer transcription factors (TFs) have been proposed to act as protein anchors to orchestrate cell type-specific 3D genome architecture. MyoD is a pioneer TF for myogenic lineage specification. Here the authors provide further support for the role of MyoD in 3D genome architecture in muscle stem cells by comparing MyoD knockout and wild-type mice.

## Introduction

Recent Hi-C analysis of comprehensive interaction maps over large regions or whole genomes has indicated that the genome is hierarchically organized into chromosome territories, A/B compartments, topologically associated domains (TADs), and chromatin loops^1–3^. Many studies have shown that the 3D structure of the genome differs widely among different cell types^4–6^. However, the molecular mechanisms underlying the establishment of cell-type-specific 3D genome organization are largely unknown. It has been proposed that “master transcription factors” (TFs) act as anchor proteins to orchestrate cell-type-specific 3D genome architecture^7,8^. For example, studies have shown that KLF4 is involved in the organization and regulation of pluripotency-associated three-dimensional enhancer networks^9^, LHX2- and LDB1-mediated *trans*-interactions regulate olfactory receptor choice^10^, and Pax3 cooperates with Ldb1 to direct local chromosome architecture during myogenic-lineage specification^11^.

MyoD (myogenic differentiation 1) and Myf5 are members of the myogenic regulatory factor (MRF) family and are expressed in somites^12–15^. These proteins function as a basic helix–loop–helix transcription factors and are required for myogenic determination during early embryogenesis. This was initially evidenced by the complete blockade of skeletal muscle formation in *MyoD* and *Myf5* double-mutant mice^16^. Later studies demonstrated that the phenotype observed in Myod-Myf5 double-knockout (KO) mice was caused by impaired expression of Mrf4^16,17^. MyoD and Myf5 synergistically regulate the expression levels of myogenic genes genome-wide by binding their consensus E-box sequences^18^. Previous work and our present data indicate that *Myf5* expression is significantly upregulated in *MyoD*-null cells^19^. The single inactivation of either MyoD or Myf5 in mice results in apparently normal muscle development but delayed myogenic differentiation^19–22^ and impaired muscle regeneration^20^. Together, these observations indicate that MyoD and Myf5 can functionally compensate for one another during myogenic development^17,23^.

In this study, we explored the cell-lineage-specific master transcription factor-mediated specification of developmental-context-specific 3D genome organization, with a focus on MyoD. We chose MyoD for the following reasons: First, MyoD has been well-established as a master TF in myogenic cell-lineage specification during development^16,24–26^ and *trans*-differentiation^27^. It is known to regulate the expression of myogenesis-specific genes through binding to consensus E-box (CANNTG)-containing *cis*-regulatory elements^28,29^, which number more than 14 million across the genome^28^. Second, over 40,000 MyoD-binding peaks have been identified by independent ChIP-seq studies^29–31^ in muscle cells; of them, only 15% are located in promoter regions (Supplementary Fig. 1a). Finally, in addition to its functions in binding and *trans*-activating genes during differentiation, MyoD also constitutively binds at tens of thousands of additional sites throughout the genome in proliferating muscle stem cells^29,32^ (Supplementary Fig. 1a). Together, these data emphasize the attractively large empirical scope represented by genome-wide functional analysis of the potential roles of MyoD in muscle-cell-lineage-specific 3D genome organization. In this report, we provide computational and experimental evidence that uncovers a previously unappreciated role of MyoD as a genome organizer that contributes to establishing the unique 3D genome architecture in muscle cells, beyond its well-known functions as a TF in activating myogenic gene expression during development.

## Results

### MyoD regulates A/B compartment switching and the formation of contact domain boundaries (CDBs) in muscle cells

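Myod1, which encodes MyoD, was read at 1969 ± 74.0 CPM (SD, n = 3 libraries) in wild-type myoblasts in growth medium (WT-GM) and at 970 ± 45.6 (SD, n = 3) in wild-type myocytes after 24 h in differentiation medium (WT-DM). In MyoD-null cells, the level was 61.9 ± 0.949 (SD, n = 3) in growth medium (MKO-GM) and 65.1 ± 3.59 (SD, n = 3) in differentiation medium (MKO-DM). The log2 fold change was -4.99 (standard error 0.04, adjusted p = 5.3e-50) in MKO-GM vs WT-GM and -3.90 (standard error 0.04, adjusted p = 1.8e-47) in MKO-DM vs WT-DM, both from edgeR's quasi-likelihood test. These values come from 12 RNA-seq libraries of primary myoblasts, which the paper took from the hind limbs of young mice and cleared of fibroblasts by their faster attachment. The authors aligned the reads to mm9 and deposited raw counts for each gene, at 14668762 to 18905078 counts per library. Counts were scaled by TMM and are given as CPM, genes with low counts were left out by edgeR's filter, and 15126 genes were tested in a single model of the 4 groups. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.01 and a fold change above 1.5, the thresholds the paper states. Alb, which encodes the albumin of liver, had 324 to 470 counts in the 6 MKO libraries, 395 in WT-GM replicate 1 and at most 1 in the other libraries. Liver transcripts are therefore not read as targets of MyoD.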

In light of the aforementioned MyoD data, we first performed RNA-seq analysis of muscle cells that were isolated from hind-limb skeletal muscles of wild-type (WT) and *MyoD*-null (MKO) mice and cultured in growth medium (GM, Pax7^+^, and MyoD^+^) or differentiation medium (DM, MyoG^+^) (Supplementary Fig. 1b). We then combined our results with existing MyoD ChIP-seq data to examine potential functional link(s) between MyoD occupancy and transcriptional activation. We extracted MyoD-binding peaks localized at promoter regions and identified their cognate genes within ±3 kb (Fig. 1a). Intriguingly, we found that knockout of MyoD did not affect the expression of a majority of these genes (2691/3510 (76.7%) in primary proliferating myoblasts, 1987/3509 (56.6%) in differentiating myocytes) (Fig. 1a and Supplementary Data 1), suggesting that the presence of MyoD at these genes (even in their promoter regions) frequently does not directly impact their transcriptional activation. This result further supports the hypothesis that, beyond its canonical function as an activator of myogenic gene expression during development, MyoD may exert broad functional impacts, potentially on higher-order genome structures.

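Among all 15126 genes tested, 1578 were higher and 1602 lower in MKO-GM than in WT-GM cells, which is 21.0% of them. In MKO-DM vs WT-DM cells, 3323 genes were higher and 3310 lower, or 43.9%. The largest losses in MKO-GM cells included Ttn, which encodes titin, with 9.43 ± 2.84 CPM (SD, n = 3) against 1229 ± 74.6 (SD, n = 3) in WT-GM cells. Tmem8c, which encodes the fusion protein myomaker, had a log2 fold change of -6.78 (standard error 0.10, adjusted p = 2.0e-41 from edgeR). The largest gains in MKO-GM cells included Grem1, an antagonist of BMP signalling, with a log2 fold change of 7.74 (standard error 0.08, adjusted p = 8.6e-46 from edgeR), and Pdgfra, a receptor of fibro-adipogenic cells, with 4.00 (standard error 0.10, adjusted p = 1.1e-31 from edgeR). In MKO-DM cells the largest losses were Gjd4, a connexin, Frem2, a protein of the basement membrane, and Xirp2 and Myot, proteins of the Z-disc, with log2 fold changes of -10.45, -9.76, -9.24 and -9.23 (standard errors 0.26, 0.17, 0.10 and 0.16). The near-even split of higher and lower genes in MKO-DM cells holds after TMM scaling, while library totals alone make 70.8% of the called genes higher, with the median gene at 0.34 on the log2 scale. The subset of genes with MyoD at their promoter was not analysed here, so these shares are of all tested genes. From the share of MyoD-occupied genes that kept their expression (Fig. 1a), the paper proposes that MyoD at a gene often has no direct effect on its transcription.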

**Fig. 1:**
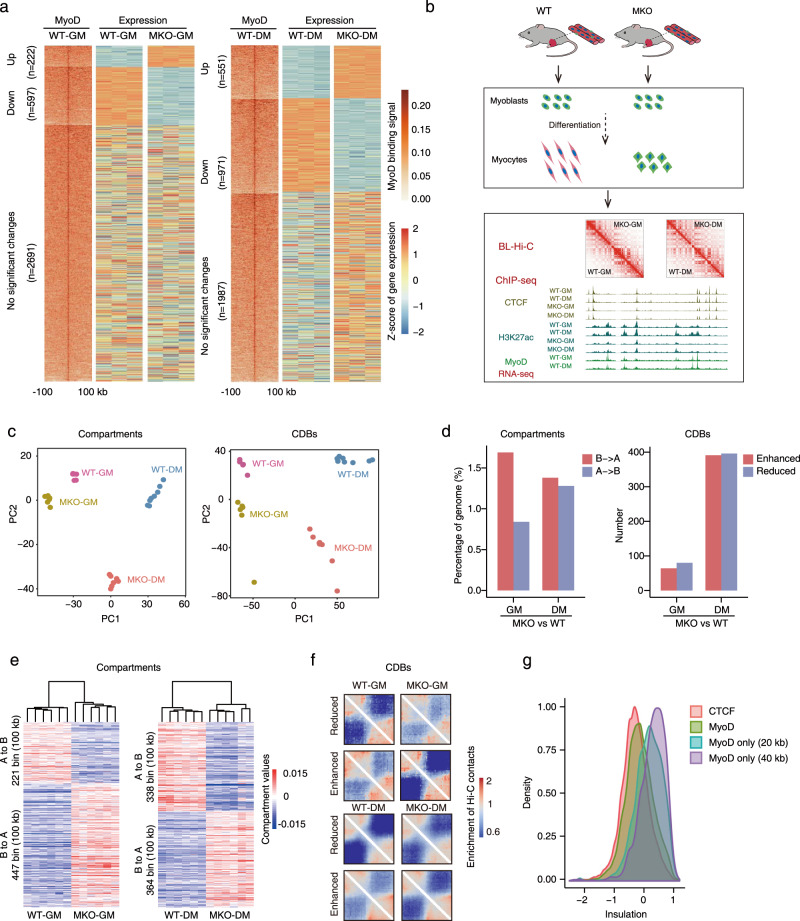
MyoD regulates A/B compartment switching and contact domain boundary (CDB) formation in muscle cells. **a** Association of MyoD-binding peaks at promoter regions and related gene expression. Heatmaps show the MyoD-binding peaks at promoters (centralized at the TSS within 3 kb distance) and related gene expression trends in WT and MKO myoblasts (left panel). Corresponding data for WT and MKO myocytes is shown in the right panel. **b** Strategy for genetic investigation of the chromatin architectural roles of MyoD. **c** Principal Component Analysis (PCA) of the values of compartments or the relative insulation scores of contact domain boundaries (CDBs) among the four indicated sample types. Each dot represents an individual biological replicate. **d** Bar plots showing the percentage of A/B compartment shifts between WT and MKO myoblasts and myocytes (left panel). Bar plots showing the number of relative insulation-enhanced or -reduced CDBs between WT and MKO in proliferating and differentiating muscle stem cells (right panel). **e** Heatmaps of the A/B compartment-shifted regions between WT and MKO myoblasts and myocytes. **f** Hi-C aggregation plots centered at differential CDBs between WT and MKO myoblasts and myocytes. **g** Probability density of insulation score at genetic regions bound by CTCF or MyoD. Four classes were assessed: CTCF-bound; MyoD-bound; MyoD-bound; and CTCF-unbound within a 20 kb distance; and MyoD-bound and CTCF-unbound within a 40 kb distance.

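MyoD-null cells had 23252 loops in growth medium and 26887 in differentiation medium, with a median distance between anchors of 155 and 150 kb. Of these loops, 47.8% and 49.4% were under 150 kb. Each number is the length of a list that the authors deposited for all replicates of a condition together. BL-Hi-C ligates DNA ends that lie close together in the nucleus through a short linker and sequences the pairs. The lists come from 6 libraries of WT-GM, 8 of WT-DM, 6 of MKO-GM and 8 of MKO-DM cells. The authors called the loops at 3, 5 and 10 kb with HiCCUPS, which compares the contacts at a pair of bins with those expected from the bins around it, and the lists give bins of 5 or 10 kb. Both counts are given for each loop, with a false discovery rate. Since replicates were pooled before calling, no test between conditions was possible on these lists, and binomial intervals cover counting error only. The number of loops a list holds also moves with sequencing depth. A loop was taken as matched in another list when both of its anchors lay within 10 kb of those of a loop there. The reads per library, the contact matrices and the peaks of MyoD and CTCF were not used here.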

To directly investigate the potential genome architectural roles of MyoD in muscle cells, we examined muscle samples from four groups (WT-GM, WT-DM, MKO-GM, and MKO-DM) using bridge-linker Hi-C (BL-Hi-C)^33^, which is a modified in situ Hi-C with improved sensitivity and specificity for structural and regulatory chromatin loop detection. In the BL-Hi-C experiments, 28 libraries were sequenced to a total depth of over 12 billion reads. The high-quality deep-sequencing data were validated with a high *cis*-interaction rate (Supplementary Fig. 1c) and reached 5 kb resolution (Supplementary Fig. 1d), which ensured the rigor of our subsequent computational analyses for each hierarchical level of chromatin structure in muscle cells. As an integrative analysis of the function of MyoD in orchestrating 3D genome organization, we also performed ChIP-seq for CTCF (CCCTC-binding factor) and H3K27ac (histone H3 lysine 27 acetylation) (Fig. 1b).

We then examined the impacts of MyoD depletion on chromatin A/B compartments in muscle cells by performing the exploratory principal component analysis (PCA) based on the compartment values for the four muscle sample types examined. We observed clear distinctions between the WT and MKO genotypes for both proliferating and differentiating muscle cells (Fig. 1c). Moreover, we detected a clear A/B compartment shift in proliferating MKO cells vs. WT cells (1.69% B→A, 0.84% A→B) (Fig. 1d left and 1e left). For differentiating cells, there was a clear compartment switch for MKO cells compared to differentiating WT cells (1.38% B→A, 1.28% A→B) (Fig. 1d left, and 1e right).

We also analyzed the dynamics of chromatin contact domain boundaries (CDBs)^34^ in muscle cells in response to MyoD knockout (Fig. 1c right). A total of 931 CDBs exhibited differential extents of insulation in MKO cells compared to WT cells in the proliferating and differentiating states (Fig. 1d right and f), implying that MyoD may somehow facilitate CDB insulation. Pursuing this, we compared insulation scores for CDBs bound by MyoD or CTCF. In general, the insulation scores of MyoD-bound CDBs were similar to those of CTCF-bound CDBs (Fig. 1g). However, the CDBs bound solely by MyoD exhibited significantly weaker insulation compared to the CTCF-bound CDBs. This indicates that MyoD may work in concert with CTCF to regulate the insulation of CDBs in muscle cells.

### MyoD is an anchor protein for chromatin loop formation in muscle cells

The most well-characterized anchor protein in vertebrates is CTCF, which mediates chromatin looping in concert with cohesin, probably through a loop-extrusion mechanism^2,35–39^. Considering our finding that MyoD apparently functions together with CTCF to regulate the insulation of CDBs, we questioned whether MyoD might control the formation of chromatin loops in muscle cells. Using the HiCCUPS algorithm^40^ to assess our BL-Hi-C dataset, we ultimately identified 24,492 chromatin loops in proliferating WT myoblasts and 31,243 chromatin loops in differentiating WT myocytes (Fig. 2a and Supplementary Data 2, Methods). 

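Of the 24492 loops of WT-GM cells, 79.2% (exact binomial 95% interval 78.6 to 79.7) had a match in WT-DM cells. In the other direction, 63.9% (63.3 to 64.4) of the 31243 WT-DM loops had a match in WT-GM cells, which left 11291 loops without a match in the proliferating cells. The median distance between anchors was 160 kb in WT-GM and 155 kb in WT-DM cells. Loops without a match in WT-GM cells were shorter, with a median of 145 kb against 160 kb for matched ones. At the 11923 loops called at the same pixel in both lists, the contacts expected in WT-DM cells were 0.977 of those in WT-GM cells. The contacts around these loops were thus close in number. Observed over expected contacts there were higher in WT-DM cells by a median log2 value of 0.17 (95% interval 0.17 to 0.18), and 27.2% of these loops were lower. Around Actc1, the gene of cardiac actin shown in Fig. 2e, 3 loops lay inside the window in WT-GM and 8 in WT-DM cells. The loop from 113805001-113810000 to 113875001-113880000 on chromosome 2 of mm9, whose second anchor holds the Actc1 start, had 2.66 times the expected contacts in WT-GM and 4.23 times in WT-DM cells.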

The accuracy of the loop calls was supported by high-scoring aggregate peak analysis (APA) plots (Fig. 2a, Methods) and by observable enrichment of CTCF-bound loops in muscle cells (Supplementary Fig. 2a); of these loops, about 75% had convergent CTCF-binding motifs (Supplementary Fig. 2b).

**Fig. 2:**
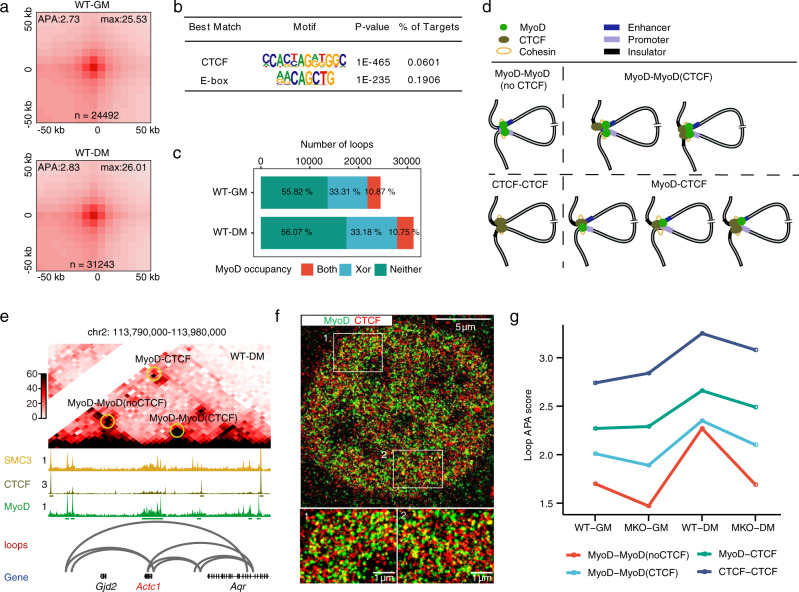
MyoD is an anchor protein for chromatin loop formation in muscle cells. **a** Aggregate Peak Analysis (APA) plots showing the aggregated Hi-C contacts around chromatin loops identified in WT-GM and WT-DM cells. *n* represents the total number of chromatin loops called by HiCCUPS (see Methods). The APA score at the upper left corner of each aggregation plot was calculated as the ratio of Hi-C contacts at the central pixel to the mean Hi-C contacts of the lower-left pixels. The Hi-C contacts at the central pixel are shown at upper right corner of each aggregation plot. **b** Enriched motifs in accessible regions at the anchors of the chromatin loops identified in panel **a**. *p*-values of motif enrichment were determined using cumulative binomial distributions, as applied by Homer. **c** Percentage of chromatin loops with anchors bound by MyoD in WT-GM and WT-DM cells. MyoD is indicated as being bound at both anchors (Both, red), one of the two anchors (Xor, blue), or neither of the two anchors (Neither, green). Pseudo-peaks of MyoD binding derived from combined ChIP-seq data of public databases and our study were used for this analysis (Methods). **d** Classification of the four types of chromatin loops identified in the study. MyoD-MyoD(noCTCF) loops had both anchors bound only by MyoD. MyoD-MyoD(CTCF) loops had both anchors bound by MyoD and either anchor concomitantly bound by CTCF. MyoD-CTCF loops had only one anchor bound by MyoD and either anchor bound with CTCF. CTCF-CTCF loops had both anchors bound only by CTCF. **e** Representative examples of the MyoD-bound chromatin loops. ChIP-seq data of SMC3 in C2C12 cells were obtained from the public database (GSE113248). **f** dSTORM image showing colocalization of MyoD (green) and CTCF (red) from immunofluorescent staining of C2C12 cells grown in DM for 24 h and stained with antibodies against MyoD and CTCF. The image is representative of three independent experiments. **g** APA score dynamics for the four types of chromatin loops among WT and MKO cells grown in GM and DM.

We then searched for motifs enriched within accessible regions of the loop anchors, and detected significant enrichment for myogenic E-box motifs^28,29^ (Fig. 2b). This enrichment was confirmed by our observation that MyoD-binding peaks were enriched at loop anchors, as analyzed using pseudo-peaks (see Methods) on a combined MyoD ChIP-seq dataset generated from our present study and other published work^31^ (Fig. 2c, Supplementary Fig. 2c and Supplementary Data 3). We found that 44.18% of chromatin loops in GM cells were MyoD-bound (10.87% with both anchors bound by MyoD, 33.31% with one anchor bound by MyoD), while 43.93% of chromatin loops in DM cells were MyoD-bound (10.75% with both anchors bound by MyoD, 33.18% with one anchor bound by MyoD). Furthermore, the MyoD-binding peaks at loop anchors were concordant with the binding signals of CTCF and the cohesin complex subunit, SMC3^41^ (Supplementary Fig. 2d). We cataloged all of the identified chromatin loops into four types based on the binding of MyoD and/or CTCF at loop anchors in muscle cells: MyoD-MyoD(noCTCF), MyoD-MyoD(CTCF), MyoD-CTCF, and CTCF-CTCF (Fig. 2d, e). This classification was further supported by our ability to observe both colocalization of MyoD/CTCF and non-overlaid MyoD or CTCF signals under direct stochastic optical reconstruction microscopy (dSTORM), which is a single-molecule localization microscopy technique that can reveal the organization of specific proteins with a lateral resolution of ~20 nm^42^ (Fig. 2f). We quantified the colocalization of CTCF and MyoD signals on the binarized dSTORM images using cross-correlation analysis^43^ and pixel-by-pixel analysis (Supplementary Fig. 2e). We also found that the MyoD-bound loops were significantly shorter than the CTCF-CTCF loops (288 kb on average), and the MyoD-MyoD(noCTCF) chromatin loops were even shorter (113 kb on average) (Supplementary Fig. 2f). Together, these data substantiate the idea that MyoD is localized on the anchors of chromatin loops in muscle cells.

We next assessed whether MyoD could indeed mediate chromatin loop formation in vivo by investigating the effects of MyoD knockout on the MyoD-bound loops detected in WT cells. APA plots indicated that MyoD knockout significantly decreased the loop-strength values for both MyoD-bound chromatin loops (MyoD-MyoD(noCTCF), MyoD-MyoD(CTCF), and MyoD-CTCF loops) and CTCF-CTCF chromatin loops, and that these decreases were evident in both GM and DM cells (Fig. 2g and Supplementary Fig. 2g). These results support the idea that MyoD functionally contributes to the formation of both MyoD-bound and CTCF-bound chromatin loops in vivo.

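In growth medium, 74.2% (exact binomial 95% interval 73.7 to 74.8) of the WT-GM loops had a match in MKO-GM cells, and 6310 did not. In differentiation medium, 70.9% (70.4 to 71.4) of the WT-DM loops had a match in MKO-DM cells, and 9102 did not. The reverse shares were 77.6% of MKO-GM loops in WT-GM cells and 80.9% of MKO-DM loops in WT-DM cells. Loops without a partner were thus found in both genotypes. Between WT-DM cells and WT cells with DMSO, at 27 h by the labels, 71.7% of WT-DM and 81.1% of WT-DMSO loops matched. These WT lists differ in hours, treatment and expected contacts, which after DMSO were at 0.441 of WT-DM. For MKO-DM and MKO cells with DMSO, kept for 12 h, the shares were 40.4% and 76.4%. Unmatched WT-DM loops thus cannot be read as a difference of genotype alone. At loops called at the same pixel, the contacts expected in MKO cells were 0.813 of the WT value in growth medium and 0.800 in differentiation medium. A lower depth of the MKO lists would give this and would limit the detection of weak loops there. Fewer contacts around these loops would give it too, and reads per library were not used here. These loops are the ones also called in the MKO list. Observed over expected contacts at them were higher than in WT cells by a median log2 value of 0.06 (95% interval 0.05 to 0.07) in MKO-GM cells. In MKO-DM cells, the median was 0.01 (0.00 to 0.01). Of the loops, 39.5% and 48.4% were lower. At the Actc1 window, MKO-GM cells had 0 loops and MKO-DM cells had 4. From its classes of loops by MyoD and CTCF binding, which were not analysed here, the paper draws support for the idea that MyoD contributes to forming MyoD-bound and CTCF-bound loops.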

### MyoD orchestrates chromatin loop formation in muscle cells

Next, we examined whether MyoD directly mediates the formation of DNA looping in vitro and in cells. First, we performed an in vitro DNA circularization assay using a purified recombinant MyoD protein that was verified to have DNA-binding activity (Supplementary Fig. 3a) and a 3.8 kb linear DNA fragment containing five MyoD-binding sites at each end (Fig. 3a). The in vitro MyoD-mediated DNA looping was visualized by TEM. We found that MyoD did indeed facilitate linear DNA circularization in vitro in a MyoD-binding-motif-dependent manner (Fig. 3a and Supplementary Fig. 3b), indicating that MyoD can directly mediate DNA looping in vitro.

**Fig. 3:**
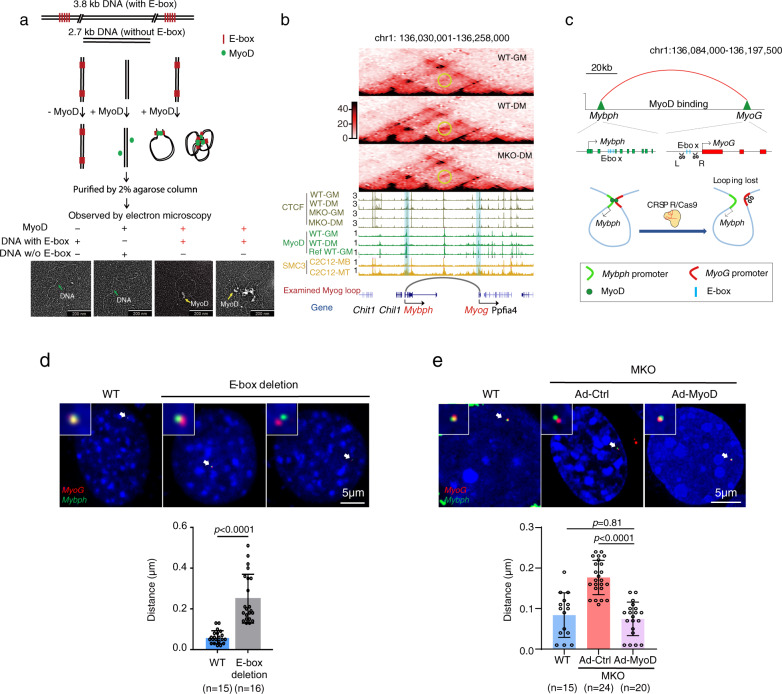
MyoD directly instructs chromatin looping dependent on the E-box. **a** MyoD mediates chromatin looping in vitro. The upper panel presents a schematic for the in vitro DNA circularization assay used to detect the ability of MyoD (green) to mediate DNA looping with E-box (red)-containing DNA (3.8 kb) and the no-E-box control (2.7 kb). The lower panel presents representative views of circularized DNA mediated by recombinant MyoD protein, as imaged by transmission electron microscopy (TEM). The images are representative of three independent experiments. **b** Hi-C contact map depicting normalized contact frequencies and ChIP-seq signal tracks for a MyoD-bound chromatin loop at the *MyoG* locus. The examined chromatin loop, which shows reduced Hi-C contacts in the MKO-DM sample compared with the WT-DM sample, is marked by a yellow circle. **c** Schematic showing CRISPR/Cas9-mediated deletion of the MyoD E-box in the regulatory region of the *MyoG* locus. **d** Representative images of 3D-DNA fluorescent in situ hybridization (3D-DNA FISH) in WT and E-box-deleted cells (described in **c**) cultured in DM. The upper panel shows that the *MyoG* promoter (red) and *Mybph* promoter (green) are separated by more in the E-box-deleted cells than in the WT cells. The lower panel showed the distance between the *MyoG-Mybph* loop anchors. The scale bar represents 5 μm. Data are presented as mean ± SEM. *p*-values were determined using unpaired two-tailed Student’s *t*-test, ***p < 0.001. Source data are provided as a Source Data file. **e** Representative dCas9-mediated DNA imaging (upper panel), which was used to visualize the chromatin loop anchors described in **b**. The distances between the two anchors were measured (lower panel). MKO cells were infected with adenovirus expressing MyoD (Ad-MyoD) or Ad-EGFP (control, Ad-Ctrl). The chromatin loopings at *MyoG* (red) and *Mybph* (green) loci were visualized by dCas9-mediated DNA imaging. DAPI served to visualize nuclei. The scale bar represents 5 μm. Data are presented as mean ± SEM. *p*-values were determined by performing ANOVA followed by Tukey’s multiple comparison test, ***p < 0.001. Source data are provided as a Source Data file.

MyoD-instructed chromatin looping was further corroborated by deleting the MyoD-binding peaks from a MyoD-bound loop anchor. As shown in Fig. 3b, the *MyoG-Mybph* loop containing four E-boxes in the *MyoG* promotor and seven E-boxes in the *Mybph* promotor was a MyoD-mediated loop (Fig. 3b). 

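Myog encodes the myogenic regulator myogenin and lies on chromosome 1 of mm9 from 136186581 to 136189124. Mybph encodes a myosin-binding protein and lies upstream from 136090025 to 136097808, with Ppfia4 on the far side of Myog. In WT-DM cells, a loop joined 136090001-136095000, which holds the Mybph start, to 136185001-136190000, which holds Myog. It had 195 contacts against 68.1 expected, or 2.86 times. The WT-GM list held no loop between these anchors, but held loops from both of them to a site at 136140001-136145000, at 2.49 times the expected contacts for the Mybph anchor and 2.45 times for the Myog anchor. In WT-DM cells, the same pair had 2.50 and 3.99 times. The window of Fig. 3b held 7 loops in WT-GM and 11 in WT-DM cells. Myog rose from 503 ± 20.7 to 3572 ± 148 CPM (SD, n = 3 each) on differentiation, a log2 fold change of 2.83 (standard error 0.03, adjusted p = 2.8e-45 from edgeR). Mybph rose from 42.6 ± 1.29 to 1649 ± 86.0 (SD, n = 3 each), a log2 fold change of 5.28 (standard error 0.04, adjusted p = 1.5e-50 from edgeR).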

We took this *MyoG-Mybph* locus as an example to test whether the E-boxes at the MyoD-loop anchor were required for MyoD-mediated looping in cells. To this end, we deleted about 410 bp containing four E-boxes of the *MyoG* promoter from the genome using the CRISPR strategy (Fig. 3c and Supplementary Fig. 3c). We then examined the formation of the MyoD-instructed loop at this mutant locus by Tn5-mediated fluorescence in situ hybridization (Tn5-FISH)^44^ (Fig. 3d). Consistent with the in vitro data, the MyoD-instructed loop was not detected at the E-box-deleted locus during muscle cell differentiation (Fig. 3d). Moreover, the expression of the cognate gene, *Mybph*, was significantly decreased in these cells (Supplementary Fig. 3d).

Finally, we took advantage of our observation that the MyoD-mediated *MyoG-Mybph* loop was lost in MyoD-null cells (Fig. 3b), and tested whether this lost MyoD-instructed loop could be re-established by reintroducing MyoD into MKO cells (Supplementary Fig. 3e). 

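Without MyoD, Myog fell to 1.51 ± 0.227 CPM (SD, n = 3) in growth medium and Mybph to 0.858 ± 0.348 (SD, n = 3). In differentiation medium, MKO cells reached 519 ± 7.94 (SD, n = 3) for Myog, which is close to the level of proliferating WT cells, and 29.5 ± 0.795 (SD, n = 3) for Mybph. Against WT-DM cells, these are log2 fold changes of -2.78 for Myog (standard error 0.03, adjusted p = 5.0e-45 from edgeR) and -5.80 for Mybph (standard error 0.04, adjusted p = 9.0e-52 from edgeR). Both genes still responded to differentiation medium, with log2 fold changes in MKO cells of 8.42 (standard error 0.07) for Myog and 5.11 (standard error 0.13) for Mybph. The MKO-GM list held no loop between the Mybph and Myog anchors, and 5 loops in the window. The MKO-DM list held 9 loops, among them the one between the Mybph and Myog anchors at the same pixels as in WT-DM cells, with 139 contacts against 59.1 expected, or 2.35 times. Whether this strength differs from that in WT-DM cells was not tested, as each list is pooled.

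**Figure D1:**
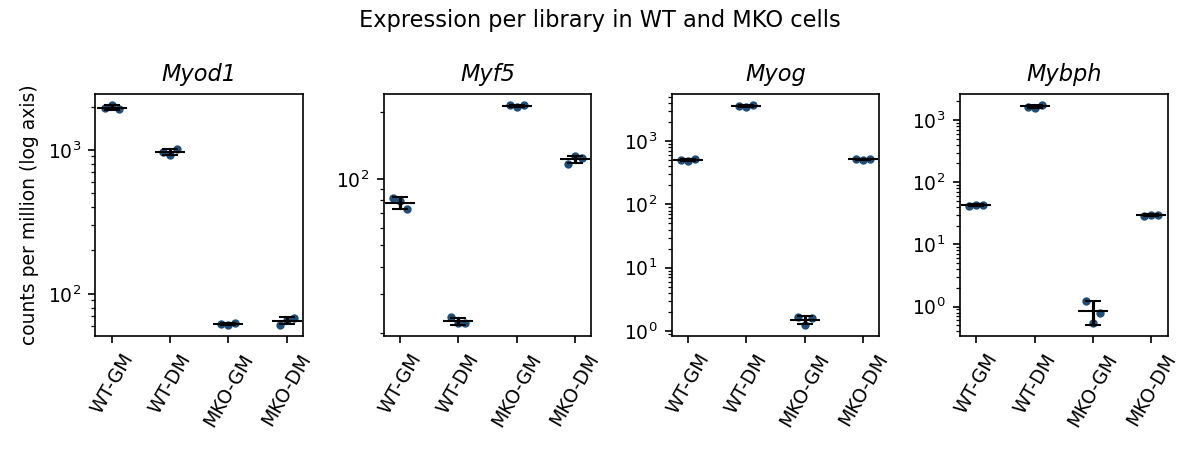
CPM of Myod1, Myf5, Myog and Mybph on log axes for WT-GM, WT-DM, MKO-GM and MKO-DM cells, with a point for each of 3 libraries and a bar for the mean and SD. Myog and Mybph are near their floor in MKO-GM cells and intermediate in MKO-DM cells.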

We visualized chromatin looping at the *MyoG* and *Mybph* locus by dCas9-mediated DNA imaging (Fig. 3e) and found that re-expression of MyoD (Ad-MyoD) was sufficient to re-establish the diminished loop at the *MyoG* and *Mybph* locus in MKO cells (Fig. 3e). This rescued loop formation efficiently induced transcription of *MyoG* and *Mybph*, as evidenced by the detection of nascent RNA products (Supplementary Fig. 3f). Collectively, these genetic, biochemical, and cellular imaging results demonstrate that MyoD functions as an anchor protein that orchestrates chromatin loop formation in muscle cells.

### MyoD anchors the formation of myogenesis-specific chromatin loops

Based on the above findings, we next asked whether MyoD can mediate the organization of muscle-cell-specific chromatin looping. To test this, Hi-C data from embryonic stem (ES) and cortical neuron (CN) cells were collected^5^ and examined for the four types of chromatin loops identified in muscle cells. Relatively few MyoD-MyoD(noCTCF) loops were identified in ES cells (8 loops, 1.8%) or CN cells (1 loop, 0.2%) (Fig. 4a), revealing that the MyoD-MyoD(noCTCF) loops detected in muscle cells represent myogenic-lineage-specific chromatin loops. When we compared the expression tendencies of genes associated with the four loop types in WT-DM cells versus other cell types collected in the ENCODE database (see Methods), we found that the genes harboring MyoD-MyoD(noCTCF) loops exhibited the strongest extent of muscle-lineage-specific expression (Fig. 4b). Accordantly, the genes associated with MyoD-MyoD(noCTCF) chromatin loops were the most highly enriched for GO terms related to muscle cell differentiation (Supplementary Fig. 4).

**Fig. 4:**
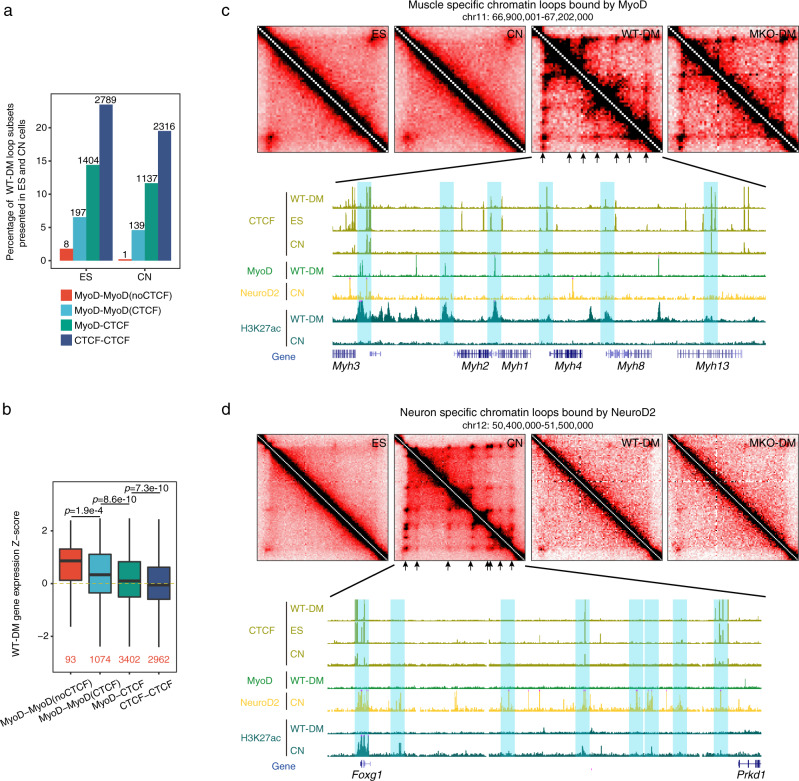
MyoD anchors the formation of myogenesis-specific chromatin loops. **a** Proportions of muscle chromatin loop subsets present in embryonic stem (ES) or cortical neurons (CN) cells. The numbers of muscle chromatin loops found in ES or CN cells are indicated for each bar. **b** Boxplots represent the expression Z-scores obtained in WT-DM cells for genes associated with each class of loops. The Z-score of each gene in WT-DM cells was calculated versus those in other ENCODE-collected cell types (ES, spleen, B, T, megakaryocyte, neural progenitor, and CN cells). The loop-related gene numbers are marked in red. *p*-values were calculated by the one-sided Wilcoxon rank-sum test. Source data are provided as a Source Data file. **c** Representative region showing muscle-cell-specific loops anchored on MyoD-binding regions at the *Myh* gene cluster. **d** Representative region showing neuronal cell-specific loops anchored on NeuroD2-binding regions at the *Foxg1* locus.

To seek further molecular insights into MyoD-bound muscle-cell-specific chromatin looping, we examined ChIP-seq data for both MyoD and NeuroD2, which is a neuron-specific TF responsible for neuronal cell-lineage commitment and differentiation^32,45^, in both muscle and neuron cells. Only 18% of MyoD-binding peaks (34,881 pseudo-peaks) in muscle cells overlapped with NeuroD2-binding peaks (51,803 peaks) in cortical neuron cells, suggesting that MyoD and NeuroD2 might mediate the formation of separate sets of chromatin loops that can subsequently regulate distinct sets of target genes to properly specify lineage-specific cell identities. 

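The Myh genes encode myosin heavy chains, and Myh3, Myh2, Myh1, Myh4, Myh8 and Myh13 lie in this order on chromosome 11 of mm9, from 66891802 at the start of Myh3 to 67185088 at the end of Myh13. A loop from 66925001-66930000 to 67160001-67165000 spans the adult and neonatal genes. It was in the lists of all 4 groups, at 12.2 times the expected contacts in WT-GM, 10.0 in WT-DM, 13.3 in MKO-GM and 12.1 in MKO-DM cells. WT-DM cells also had a loop from its first anchor to 67090001-67095000, where Myh8 starts, at 4.80 times the expected contacts that was absent from the lists of the other 3 groups. Inside the window of Fig. 4c, 5 loops were listed in WT-GM, 10 in WT-DM, 4 in MKO-GM and 6 in MKO-DM cells. Myh8 rose from 30.7 ± 0.702 to 4527 ± 97.7 CPM (SD, n = 3 each) on differentiation of WT cells and reached 17.4 ± 1.08 (SD, n = 3) in MKO-DM cells. Myh1 had log2 fold changes of 6.48 in WT-DM vs WT-GM (standard error 0.06, adjusted p = 2.3e-49 from edgeR) and -5.26 in MKO-DM vs WT-DM cells (standard error 0.05, adjusted p = 1.1e-47 from edgeR). The paralogs share long stretches of sequence, so how counts divide between single Myh genes is uncertain.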

In support of this, we observed that the *Myh* gene cluster, which is located within a MyoD-bound muscle-cell-specific chromatin loop, was not detected in neuronal cells, which also lacked NeuroD2 binding at the same genomic region (Fig. 4c). Conversely, the chromatin loops bound by NeuroD2 at the *Foxg1* locus were found to be neuron-specific, and were not observed in muscle cells (Fig. 4d). Taken together, these results illustrate that cell-lineage-specific TFs may play genome-wide architectural roles in modulating 3D genome organization, and thus have a considerably larger functional impact than that held by the traditional concept that TFs affect lineage specification primarily by activating or regulating gene transcription.

### MyoD regulates primed architectural chromatin loops in proliferating muscle cells

Given previously published studies showing that MyoD constitutively binds to tens of thousands of sites genome-wide in proliferating cells^29,32^, together with our present findings that such binding only infrequently results in transcriptional activation at this stage and MyoD functions as an anchor protein for lineage-specific 3D genome organization, we sought to further explore the nature of MyoD’s genome-level architectural functions by reassessing our BL-Hi-C data. We were particularly interested in examining how the presence of MyoD influences internal interactions occurring within chromatin loops.

Previous studies indicated that CTCF and cohesin function together to establish architectural loops and that the extent of enhancer-promoter (E-P) interactions is elevated within such loops^46^. As our results revealed a notable colocalization of MyoD-binding peaks with CTCF (Supplementary Fig. 2d), we speculated that MyoD-bound loops might also feature increased intraloop interactions. To test this, we measured the internal interactions for each loop by calculating the “domain score” (D-score)^47^ in WT and MKO proliferating cells. MyoD binding was found to be enriched on the anchors of chromatin loops with reduced internal interactions (65%) in MKO-GM cells compared with WT-GM cells (Fig. 5a, b), indicating that MyoD regulates the internal interactions within chromatin loops by its direct binding on loop anchors, as also seen for CTCF and cohesin. Further analysis showed that interactions changes within chromatin loops were positively correlated with expression changes of the genes within those loops (Fig. 5c).

**Fig. 5:**
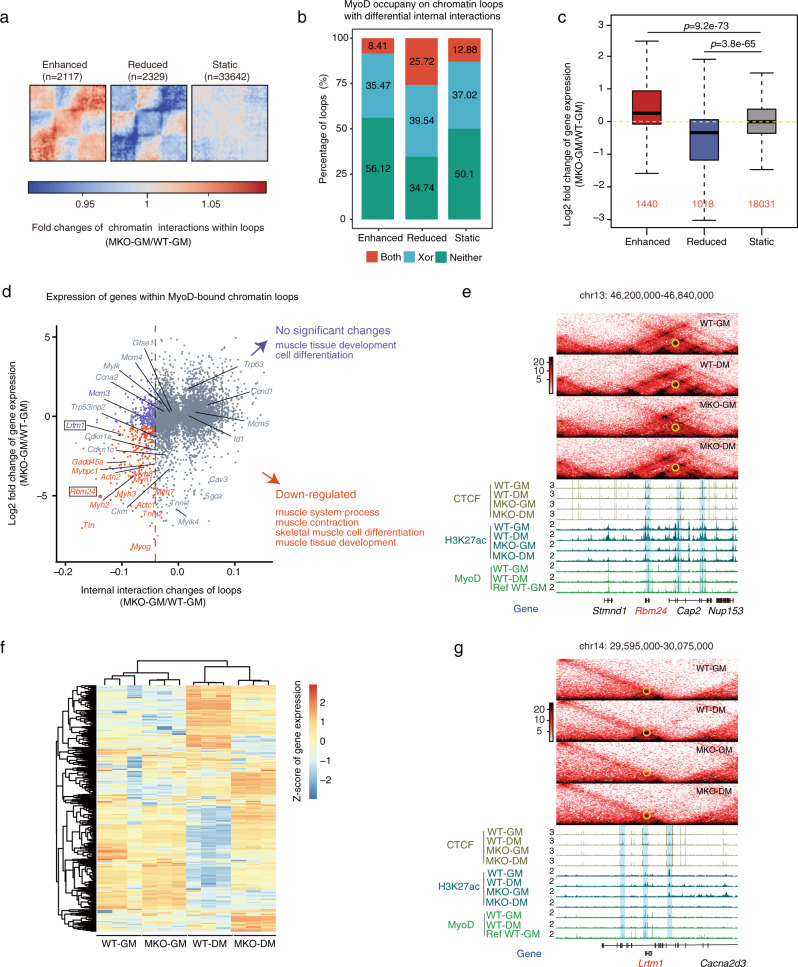
MyoD mediates primed architectural chromatin loops in proliferating muscle cells. **a** Aggregated Hi-C maps generated around chromatin loops with enhanced, reduced, or static internal interactions (measure by domain score) between WT and MKO myoblasts (MKO-GM vs. WT-GM). **b** Percentage of chromatin loops with differential internal interactions (MKO-GM vs. WT-GM) that are occupied by MyoD at anchors. MyoD bound at both anchors (Both, red), one of the two anchors (Xor, blue), or neither of the two anchors (Neither, green). Pseudo-peaks of MyoD binding identified from combined ChIP-seq data obtained from public datasets and our study were used for this analysis (see Methods). **c** Boxplot showing the corresponding expression changes of genes within chromatin loops having enhanced, reduced, or static internal interactions (domain score) identified in **b** (MKO-GM vs. WT-GM). Considering that a single loop may contain several genes and the domain scores of nested loops are associated with one another, we assigned each gene to its most dynamic nested loop. The loop domain-containing gene numbers are marked in red. *p*-values were calculated by the one-sided Wilcoxon rank-sum test. Source data are provided as a Source Data file. **d** Scatter plot showing the domain score fold changes and gene expression fold changes of MyoD-bound chromatin loops between WT-GM and MKO-GM cells. Internal interaction-reduced MyoD-bound chromatin loops whose associated genes did not show significantly differential expression in MKO-GM cells compared with WT-GM cells are shown as blue dots. In contrast, internal interaction-reduced MyoD-bound chromatin loops whose associated genes showed significant down-regulation in MKO-GM cells compared with WT-GM cells are shown as red dots. **e** The *Rbm24* locus as a representative internal interaction-reduced MyoD-bound chromatin loop associated with genes that were significantly downregulated in MKO-GM cells compared with WT-GM cells. **f** Heatmap showing expression (FPKM) Z-scores among the four indicated sample types for genes within internal interaction-reduced MyoD-bound chromatin loops whose associated genes did not show differential expression in MKO-GM cells compared with WT-GM cells. **g** The *Lmrt1* locus as a representative internal interaction-reduced MyoD-bound chromatin loop that is primed in proliferating muscle cells, comparing MKO-GM cells with WT-GM cells.

We next focused on analyzing the internal interaction changes of MyoD-bound loops and the expression changes of their cognate genes (Fig. 5d). We specifically examined MyoD-bound loops that displayed reduced interactions in MKO proliferating cells, because we hypothesized that these loops might be directly regulated by MyoD binding. We found that nearly 50% of the examined loops enclosed downregulated genes, including those exclusively regulated by MyoD in myoblasts and commonly regulated by MyoD in myoblasts and myocytes (Fig. 5d and Supplementary Fig. 5a–c). These genes were enriched for known myogenesis-related functions, indicating that interactions within these MyoD-bound loops are necessary for the regulation of gene expression related to muscle identity (Fig. 5d). For example, *Rbm24* is known to regulate myogenesis,^48^ and its differential expression in WT-GM and MKO-GM cells offers an excellent illustration of a gene that is enclosed within this type of MyoD-bound loop in muscle cells (Fig. 5e and Supplementary Fig. 5c, d).

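Of 30 tested genes of the sarcomere and contraction, 29 were lower and 0 higher in MKO-GM than in WT-GM cells, with a median log2 fold change of -4.57 (29 lower when adjusted over the list alone). Among 20 genes of excitation-contraction coupling and the neuromuscular junction, 18 were lower, with a median of -2.96 (18 adjusted over the list alone). Of 12 genes of myoblast fusion and the muscle membrane, 8 were lower and 1 higher, with a median of -1.11, and of 14 genes of muscle energy metabolism, 10 were lower, with a median of -2.08 (8 and 10 adjusted over the list alone). These lists moved down against all other genes in a camera test, with adjusted p = 1.6e-107, 5.8e-62, 6.6e-13 and 7.2e-06 from limma, and with adjusted p = 0.00050, 0.00050, 0.012 and 0.023 with an estimated correlation. The myogenic transcription factors divided. Myog, Myod1, Mef2c and Mef2a were among those lower, and Myf5 and Myf6 were higher, with log2 fold changes of -8.37 for Myog (standard error 0.07) and -1.70 for Mef2a (standard error 0.03), both called by edgeR. The 2 higher and 6 lower of 12 were the same number when adjusted over the list alone. The camera test gave adjusted p = 9.3e-20 from limma, or 0.00063 with an estimated correlation. Myod1, the gene knocked out, is among the 6 lower, so its part in the count and the test was fixed by genotype. The test was not run without it. In the same comparison, 8 of 8 endothelial and 7 of 13 fibroblast markers were higher and 1 fibroblast marker was lower (the same counts adjusted over the list alone). The lists were fixed before the tests were run, when part of the authors' values for these libraries had been seen. They take in genes whether or not they lie in a MyoD-bound loop.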

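Rbm24 encodes an RNA-binding protein that controls splicing in muscle and lies on chromosome 13 of mm9 from 46513669 to 46526459. It was read at 333 ± 3.59 CPM (SD, n = 3) in WT-GM and 10.1 ± 0.815 (SD, n = 3) in MKO-GM cells, a log2 fold change of -5.03 (standard error 0.05, adjusted p = 1.3e-47 from edgeR). In differentiation medium, MKO cells reached 328 ± 11.4 against 509 ± 8.31 in WT cells (SD, n = 3 each). That difference, a log2 fold change of -0.63, passes the fold threshold of 1.5 after TMM scaling and not with library totals alone, where it is -0.30. The bin at 46510001-46515000 holds the start of Rbm24. Inside the window of Fig. 5e, it had loops in WT-GM cells to 46405001-46410000, 46630001-46635000 and 46765001-46770000, at 2.63, 3.08 and 2.18 times the expected contacts. In MKO-GM cells, its loop listed there ran to 46755001-46760000, at 2.83 times. By the 10 kb rule, this loop matches the WT-GM loop to 46765001-46770000. This window held 11 loops in WT-GM, 3 in MKO-GM, 10 in WT-DM and 7 in MKO-DM cells.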

Intriguingly, most (89%) of the remaining MyoD-bound loops with decreased interactions did not contain any gene that showed differential expression upon MyoD knockout (Fig. 5d). This finding underscores the apparent centrality of the architectural role (rather than the transcriptional activation role) of MyoD for these MyoD-bound loops in proliferating muscle cells. Although reduced interactions within these chromatin loops in MKO cells did not alter gene expression in proliferating cells, we found that genes within these chromatin loops were not turned on or off properly in MKO-DM cells compared to WT-DM cells (Fig. 5f), and this genetic dysregulation was clearly manifest in the defective differentiation phenotype of the MKO cells (Supplementary Fig. 1b)^20–22^. 

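Of 30 genes of DNA replication and mitosis, 28 were higher and 2 lower in MKO-DM than in WT-DM cells, with a median log2 fold change of 2.53 (the same counts adjusted over the list alone). From MKO-GM to MKO-DM cells, 1 of them rose and 7 fell, with a median of -0.41 (the same counts adjusted over the list alone). Mcm3, a subunit of the replicative helicase, was read at 177 ± 1.73 CPM (SD, n = 3) in MKO-DM and 32.5 ± 1.80 (SD, n = 3) in WT-DM cells, a log2 fold change of 2.45 (standard error 0.04, adjusted p = 5.2e-39 from edgeR). Ccna2, which encodes the S-phase cyclin A, had 267 ± 8.32 against 38.7 ± 3.24 (SD, n = 3 each). Cdkn1a, which encodes the cell-cycle inhibitor p21, had 313 ± 3.52 against 2449 ± 90.5 (SD, n = 3 each), a log2 fold change of -2.97 (standard error 0.03, adjusted p = 1.0e-46 from edgeR). All 30 tested genes of the sarcomere and contraction, all 20 of excitation-contraction coupling and all 14 of muscle energy metabolism were lower in MKO-DM cells, with median log2 fold changes of -5.51, -3.29 and -4.03 (the same counts adjusted over the list alone). Of 12 genes of fusion and membrane, 9 were lower and 1 higher, and of 8 genes of cell-cycle exit, 5 were lower and 2 higher (the same counts adjusted over the list alone). The camera test gave adjusted p = 4.6e-37 from limma for the replication list, or 0.0011 with an estimated correlation, and adjusted p between 5.8e-146 and 2.1e-04 for the other lists, or between 1.7e-04 and 0.027 with an estimated correlation. In the same comparison, 7 of 8 smooth muscle, 5 of 8 macrophage and 4 of 6 Schwann cell markers were lower, and 1 smooth muscle marker was higher (the same counts adjusted over the list alone). Ckm, which encodes muscle creatine kinase, had 6.82 ± 0.489 CPM in MKO-DM and 440 ± 8.13 in WT-DM cells (SD, n = 3 each). Loops that enclose these genes were not assigned here.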

As the loops were still maintained in differentiated cells (Supplementary Fig. 5e), it appears that the interactions constrained within the loops in proliferating cells are effectively “primed” for muscle cell differentiation by the presence of MyoD, raising the possibility that some very early signal can somehow direct MyoD to occupy sites across the genome that subsequently permit both muscle-cell-appropriate loop architecture and later rewiring in response to differentiation signals. 

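Lrtm1 encodes a membrane protein with leucine-rich repeats and lies on chromosome 14 of mm9 from 29831394 to 29846828, within the bounds of Cacna2d3. It was read at 0.845 ± 0.0993 CPM (SD, n = 3) in WT-GM and at 36.2 ± 2.60 (SD, n = 3) in WT-DM cells, a log2 fold change of 5.40 (standard error 0.14, adjusted p = 4.6e-32 from edgeR). In MKO-DM cells, it reached 1.39 ± 0.390 (SD, n = 3), a log2 fold change of -4.69 against WT-DM cells (standard error 0.13, adjusted p = 1.4e-31 from edgeR). In growth medium, where counts are low, the change in MKO-GM cells of -1.14 (standard error 0.37, adjusted p = 0.0074 from edgeR) was no longer called without WT-GM replicate 1, 2 or 3 or MKO-GM replicate 2 or 3 (adjusted p = 0.036, 0.013, 0.011, 0.026 and 0.045 from edgeR). The bin at 29830001-29835000 holds the start of Lrtm1 and had a loop to 29890001-29895000 with 3.41 times the expected contacts in WT-GM and 2.71 times in MKO-GM cells. A larger loop from 29760001-29765000 to 29900001-29905000 had 3.74 times the expected contacts in WT-GM and 6.00 times in WT-DM cells, and was in neither MKO list. WT-DM cells also had loops from the Lrtm1 start to 29760001-29765000 and 29765001-29770000. The window of Fig. 5g held 3 loops in WT-GM, 5 in WT-DM, 2 in MKO-GM and 1 in MKO-DM cells.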

Supporting this idea, we found that *Lrtm1*, a myogenesis-related gene^49^ that is expressed only in differentiated muscle cells (Supplementary Fig. 5f), contains chromatin loops that have already been defined by MyoD in proliferating cells (Fig. 5g). Thus, mechanistically, our analyses of the MyoD-bound loops and their internal interactions reveal molecular insights into how MyoD exerts its architectural function, even in proliferating cells, to ensure the correct trajectory towards eventual muscle cell identity.

### The regulatory loops specified by MyoD are functionally required for muscle cell differentiation

The genome is not only structurally organized within the nucleus but is also dynamically orchestrated in response to various cellular signals^5,47,50–53^. The biological function of MyoD in regulating muscle cell differentiation has been well documented, and very recent work showed that MyoD’s transcriptional activity is regulated by its ability to mediate chromatin interactions during *trans*-differentiation^54^. However, it remains largely unknown how MyoD impacts chromatin conformation dynamics during muscle cell differentiation. Using a modified differential loop detection method^53^ (see Methods), we identified 6242 differential chromatin loops (~25%) between proliferating and differentiating muscle cells. Among these loops, 5754 were significantly enhanced whereas 488 were reduced in differentiating cells (Fig. 6a). 

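The muscle genes Myh3, Myh8, Actc1, Tnnt3 and Neb are among 15 of 30 tested genes of the sarcomere and contraction whose start lay in an anchor of a WT-DM loop without a match in WT-GM cells. For genes of excitation-contraction coupling, this held for 6 of 20, among them Ryr1 and Cacna1s, which encode the calcium channels of the triad. For DNA replication and mitosis it held for 5 of 30, and for muscle energy metabolism for 1 of 14, Cox8b. It held for 4 of 8 genes of cell-cycle exit, 4 of 11 imprinted genes and 1 of 12 genes of fusion and membrane, Myof. Over all 15080 tested genes with a position, the share was 21.7%. All WT-DM loops without a match in WT-GM cells were used, which is a wider set than the differential loops of the paper. In the other direction, 5105 WT-GM loops, or 20.8%, had no match in WT-DM cells. Of the WT-DM loops without a match in WT-GM cells, 39.8% had a match in MKO-DM cells, against 88.5% of those with a match in WT-GM cells. Between the MKO lists, 8615 MKO-DM loops had no match in MKO-GM cells and 5307 MKO-GM loops had none in MKO-DM cells. Differential strength of loops was not tested here.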

We detected significant enrichment for muscle cell differentiation-related genes among those associated with the enhanced chromatin loops (Supplementary Fig. 6a). These data also revealed that nearly 25% of chromatin loops that undergo dynamic changes during muscle cell differentiation contribute to 3D genome rewiring in a manner that functionally regulates myogenic differentiation.

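Of 3268 tested genes that start in an anchor of a WT-DM loop without a match in WT-GM cells, 1009 (30.9%) rose on differentiation and 666 fell. Among 3164 genes that start only in anchors of matched WT-DM loops, 787 (24.9%) rose. The odds ratio was 1.35 (2-sided Fisher's exact test, p = 8.0e-08). Trdn, which encodes the junctional protein triadin, is among the first group and rose from 1.53 to 286 CPM (means, n = 3 libraries each), a log2 fold change of 7.53 (standard error 0.07, adjusted p = 3.8e-48 from edgeR). Genes that share an anchor are not independent, so this p overstates the evidence. In all, 4231 genes rose and 3636 fell in WT-DM vs WT-GM cells out of 15126 tested. With library totals alone, 37.6% of the called genes were higher in place of 53.8%, with the median gene at -0.29 on the log2 scale. This comparison of anchors was chosen after the loop lists had been seen.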

**Fig. 6:**
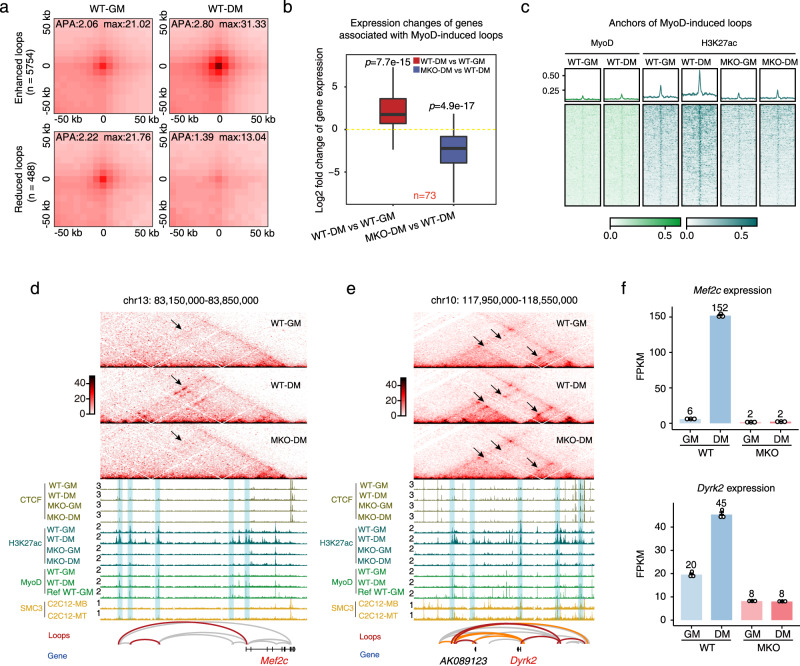
The regulatory loops specified by MyoD are functionally required for muscle cell differentiation. **a** APA plots showing the aggregated Hi-C contacts around chromatin loops that are enhanced (*n* = 5754) and reduced (*n* = 488) in WT-DM cells compared with WT-GM cells. Differential loops were identified based on DESeq2 (see Methods). **b** Boxplot showing expression changes of genes associated with MyoD-induced chromatin loops in WT-DM cells compared with WT-GM cells (left) and in MKO-DM cells compared with WT-DM cells (right). The gene numbers related to the MyoD-induced loops are marked in red. *p*-values were calculated by the one-sided Wilcoxon rank-sum test. Source data are provided as a Source Data file. **c** MyoD and H3K27ac ChIP-seq signals at the anchors of MyoD-induced loops. Heatmaps showing signal enrichment centralized at the anchors within a ± 100 kb genomic region. **d**, **e** The *Mef2c* and *Dyrk2* loci as representatives of MyoD-induced loops occurring during muscle cell differentiation. The MyoD-induced loops detected by our algorithm are presented in red in the loop track, while differentiation-induced loops are shown in orange. Other loops are presented in gray. **f** *Mef2c* and *Dyrk2* gene expression among WT and MKO cells cultured in GM and DM. Data are presented as mean ± SD. *n* = 3 biologically independent samples.

A similar analysis performed on MKO cells identified 585 differential chromatin loops between WT-DM and MKO-DM cells. Consistent with the proposed regulatory role of these loops, 81.5% (477/585) were significantly reduced in the differentiated MKO cells (Supplementary Fig. 6b). Moreover, 71.57% (341/477) of the loops reduced in differentiated MKO cells had MyoD-binding peaks, supporting them as bona fide MyoD-mediated chromatin loops in differentiated WT cells (Supplementary Fig. 6c). 

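Of the WT-DM loops, 17651 (56.5%) had a match in both WT-GM and MKO-DM cells, 2301 in WT-GM cells only, 4490 in MKO-DM cells only and 6801 (21.8%) in neither. Loops matched in neither had a median of 2.86 times the expected contacts, against 4.22 times for those matched in both, so they are the weaker ones of the list. Their median length was 150 kb against 155 kb. Of 2223 tested genes that start in an anchor of a loop matched in neither, 591 (26.6%) were lower in MKO-DM than in WT-DM cells and 415 higher. Among 4209 genes that start only in other WT-DM anchors, 899 (21.4%) were lower, with an odds ratio of 1.33 (2-sided Fisher's exact test, p = 2.7e-06, genes not independent). For WT-DM loops without a match in MKO-DM cells, whether or not matched in WT-GM cells, 744 of 3021 genes (24.6%) were lower and 578 higher. Among genes only at other WT-DM anchors, 746 of 3411 (21.9%) were lower, with an odds ratio of 1.17 (2-sided Fisher's exact test, p = 0.0092). This last difference was lost when anchors within 20 kb counted as matched. MyoD binding at these anchors was not analysed here.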

Among the loops found to be enhanced under differentiation, 285 loops were bound by MyoD and disappeared when MyoD was absent from differentiating muscle cells (Supplementary Data 4), suggesting that they might be directly induced by MyoD. 

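The Fig. 6b sheet of the paper lists 73 genes, among them Myog, Mybph, Actc1, Mef2c, Dyrk2 and Lrtm1. All 73 were higher in WT-DM than in WT-GM cells, with a median log2 fold change of 2.74, and all 73 were lower in MKO-DM than in WT-DM cells, with a median of -2.97 (73 and 73 adjusted over the list alone). The authors' log2 fold changes in the sheet already have these directions for all 73, so the counts repeat the sheet. Actc1, the cardiac actin used by developing muscle fibres, went from 210 ± 9.84 to 9241 ± 480 CPM (SD, n = 3 each) in WT cells and to 366 ± 18.1 (SD, n = 3) in MKO-DM cells. In growth medium, 50 of the 73 were already lower in MKO-GM cells and 1 was higher (51 and 1 adjusted over the list alone). In MKO cells, 40 rose and 4 fell from GM to DM, and the response to DM was lower than in WT cells for 47 and higher for 9 (the same counts adjusted over the list alone), a difference that the directions in the sheet favour. The start of 56 of the 73 genes lay in an anchor of a WT-DM loop, of 42 in one without a match in WT-GM cells, and of 29 in one matched in neither WT-GM nor MKO-DM cells. The paper chose these genes by promoters at loop anchors in the same BL-Hi-C data, so its choice favours these counts. Of all 15080 tested genes with a position, 6432 started in an anchor of a WT-DM loop. The share in one without a match in WT-GM cells was 21.7%. Over all genes, 2532 were higher in WT-DM vs WT-GM and lower in MKO-DM vs WT-DM cells, against 926 for independent calls. Both comparisons use the WT-DM libraries, so part of this excess may come from the shared libraries. In 10 simulations with no difference between MKO-DM and WT-DM libraries, edgeR called 0 genes lower, and of the 3310 genes ranked lowest, 944 to 1067 were higher in WT-DM vs WT-GM.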

The genes associated with these MyoD-induced loops were significantly upregulated during differentiation and downregulated when MyoD was absent, verifying the regulatory role of MyoD-induced loops (Fig. 6b). In addition, acute depletion of MyoD with a Cre-mediated knockout system (MyoD^fl/fl^-Cre) yielded similar results: MyoD depletion significantly decreased the strength of these loops and the expression levels of their cognate genes during muscle cell differentiation (Supplementary Fig. 6d–l). Together, these findings show that MyoD-mediated loops are required for muscle cell differentiation.

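In differentiating cells depleted of MyoD by Cre, Myod1 was at 76.3 ± 3.62 FPKM (SD, n = 3), against 234 ± 10.8 (SD, n = 3) in MyoDfl/fl-Ctrl cells, a log2 fold change of -1.61 (standard error 0.06, adjusted p = 2.8e-08 from limma). Myf5, the related myogenic factor, rose from 4.72 ± 0.999 to 32.5 ± 0.856 FPKM (SD, n = 3 each). Tnnt2, which encodes a troponin of immature fibres, fell from 328 ± 14.7 to 61.0 ± 7.68 FPKM (SD, n = 3 each). Markers of some other cells were lower after Cre as well. Lyz2, the lysozyme of macrophages, was at 0.195 ± 0.0931 FPKM against 43.2 ± 2.84 (SD, n = 3 each). Col1a1, a collagen of fibroblasts, was at 22.0 ± 1.53 against 243 ± 21.1 (SD, n = 3 each). In the knockout series, Col1a1 was at 2.29 to 4.23 CPM in WT-GM, 390 to 413 in WT-DM and 98.9 to 108 in MKO-DM cells. Lyz2 was at 6.18 to 7.32, 28.3 to 39.5 and 21.0 to 23.4 CPM there. In MKO-GM cells, Col1a1 was at 15.2 to 18.7 and Lyz2 at 19.6 to 21.2 CPM, above WT-GM cells. Loss of MyoD and other cells cannot be told apart for these genes. The 6 RNA-seq libraries, 3 with Cre and 3 controls, are of cells with a floxed Myod1 allele after 24 h in differentiation medium. The authors deposited FPKM values, in which fragments are divided by gene length and by the total of the library. The log2 of FPKM plus 1 was tested with limma with a trend over 10967 genes with a mean FPKM of at least 1. At an adjusted p under 0.01 and a fold change above 1.5, 1509 genes were higher and 905 lower, so 62.5% of the called genes were higher. The median gene lay at 0.11 on the log2 scale, and after scaling each library to a common median 45.8% of the called genes were higher. Loops of these cells were not analysed here.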

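Of the 73 genes of Fig. 6b, 69 were tested after acute depletion, and 42 were lower and 0 higher (the same counts adjusted over the list alone). Their median log2 fold change was -0.82, and the camera test gave adjusted p = 2.6e-21 from limma, or 0.025 with an estimated correlation. Myog fell from 1031 ± 4.54 to 392 ± 19.5 FPKM (SD, n = 3 each), and Mybph from 419 ± 1.51 to 139 ± 10.5 (SD, n = 3 each). Mef2c, whose product activates muscle genes together with MyoD, had a log2 fold change of -1.48 (standard error 0.08, adjusted p = 2.6e-07 from limma). Dyrk2, which encodes a kinase, had -0.45 (standard error 0.05, adjusted p = 2.6e-05 from limma), which is under the fold threshold. Of 30 sarcomere genes, 24 were lower and 1 higher (the same counts adjusted over the list alone), with a median log2 fold change of -1.39 and adjusted p = 0.025 from limma's camera test with an estimated correlation. Over 9908 genes tested in both, 1365 were called here and in MKO-DM vs WT-DM cells, and 87.0% of them (exact binomial 95% interval 85.1 to 88.7, counting error only) had the same sign. Both lower were 591 genes, against 172 for independent calls. Across genes, which are not independent, the log2 fold changes had a Pearson correlation of 0.45 and a Spearman correlation of 0.39. From the lower loop strength and expression, the paper states that acute depletion gave results similar to the knockout.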

Next, we sought to understand what drives the enhancement of MyoD-induced loops during muscle differentiation. We speculated that it might reflect an increase of MyoD binding on loop anchors during muscle cell differentiation. By examining MyoD-binding dynamics on anchors of MyoD-induced loops, we found that the majority of MyoD-induced loops did not show novel MyoD binding during the differentiation (Fig. 6c). However, we found that 88% of MyoD-induced loops were decorated with MyoD-dependent H3K27ac modification (Fig. 6c). Based on this observation, we speculated that H3K27ac might contribute to loop formation during muscle cell differentiation, and that MyoD might somehow actively direct the deposition of these modifications on the MyoD-induced loops.

Taking the *Mef2c* locus as a representative MyoD-induced loop, we sought to demonstrate its regulatory role in differentiation. 

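Mef2c encodes a transcription factor that activates muscle genes together with MyoD, and lies on chromosome 13 of mm9 from 83643033 to 83806684. In the window of Fig. 6d, 3 loops were listed in WT-GM, 8 in WT-DM, 2 in MKO-GM and 2 in MKO-DM cells. In WT-DM cells, the bin at 83650001-83655000, inside the gene near its start, had a loop to 83215001-83220000 with 33 contacts against 4.38 expected, or 7.54 times. It also had a loop to 83595001-83600000 with 3.22 times the expected contacts, and the 10 kb bin from 83650001 had a loop to 83340001-83350000 with 2.45 times. No loop with these pairs of anchors was in the WT-GM, MKO-GM or MKO-DM list. A loop within the gene from 83660001-83665000 to 83740001-83745000 was listed in WT-GM, WT-DM and MKO-GM cells, at 2.85, 3.11 and 2.68 times the expected contacts. MKO-DM cells had a loop within the gene from 83665001-83670000 to 83790001-83795000, at 4.76 times. A loop missing from a list was not detected at that list's depth, which does not show that the contact is absent.

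**Figure D2:**
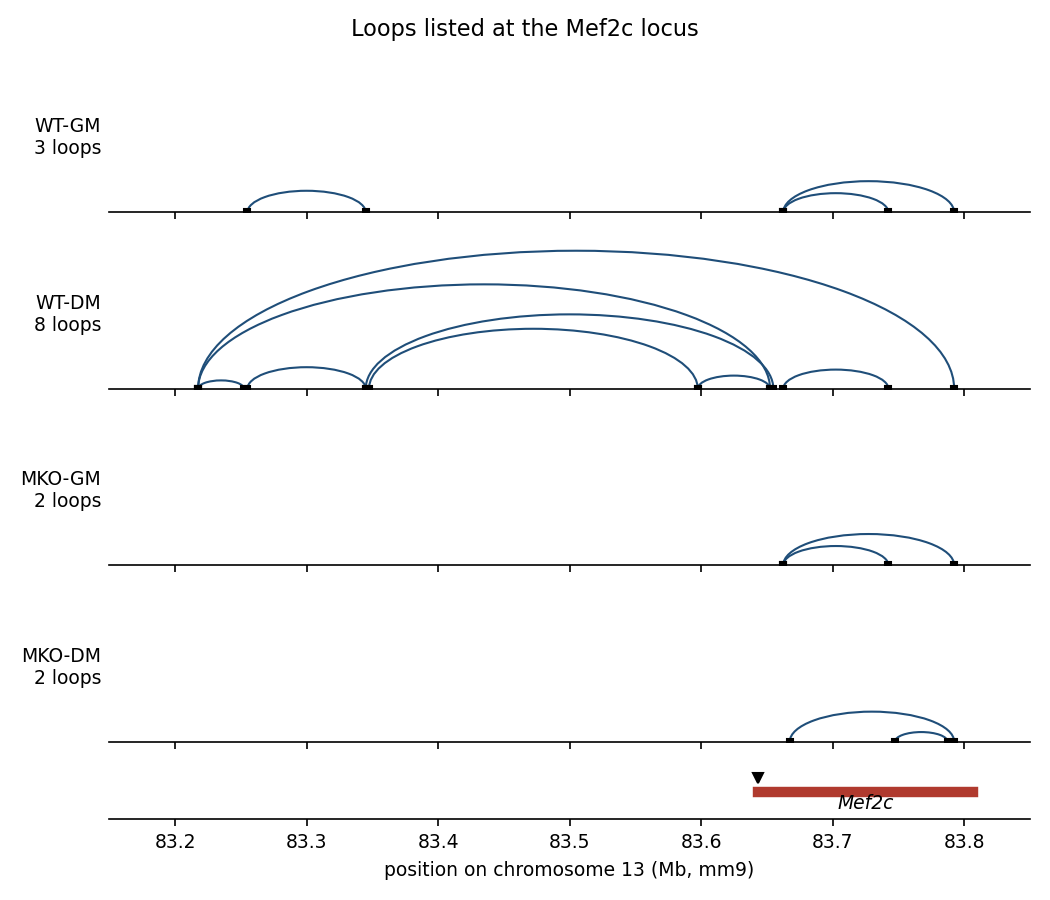
Loops listed around Mef2c in WT-GM, WT-DM, MKO-GM and MKO-DM cells, drawn as arcs between anchors (black squares) along chromosome 13 in Mb, with the gene in red and its start as a triangle. The WT-DM panel holds 8 arcs, of which 3 reach from upstream of the gene to its first part.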

We found that enhancer-promoter loops linked to *Mef2c* emerged during differentiation in a MyoD-dependent manner (Fig. 6d, Supplementary Fig. 6k). 

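Mef2c rose from 42.3 ± 1.65 to 1329 ± 8.89 CPM (SD, n = 3 each) when WT cells differentiated, a log2 fold change of 4.98 (standard error 0.04, adjusted p = 8.5e-52 from edgeR). In MKO cells, it was at 10.5 ± 0.338 (SD, n = 3) in growth medium and 15.1 ± 0.585 (SD, n = 3) in differentiation medium. That change, a log2 value of 0.52 (standard error 0.07, adjusted p = 1.2e-08 from edgeR), was under the fold threshold of 1.5. MKO-DM cells had a log2 fold change of -6.46 against WT-DM cells (standard error 0.04, adjusted p = 4.9e-54 from edgeR). The response to differentiation medium differed between MKO and WT cells by -4.45 on the log2 scale (standard error 0.09, adjusted p = 1.2e-35 from edgeR). H3K27ac was not analysed here.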

Concordantly, H3K27ac modification was enhanced in WT-DM cells but diminished in MKO-DM cells at this locus (Fig. 6d), and *Mef2c* gene expression was not induced in MKO-DM cells (Fig. 6f upper panel and Supplementary Fig. 6k). Similar results were obtained when we examined MyoD-induced loops within the *Dyrk2* locus (Fig. 6e and Supplementary Fig. 6l), from which the mRNA transcription product was only abundant in WT-DM cells (Fig. 6f lower panel and Supplementary Fig. 6l).

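Dyrk2 encodes a protein kinase and lies on chromosome 10 of mm9 from 118296405 to 118305959, on the reverse strand. It was read at 39.9 ± 2.20 CPM in WT-GM, 115 ± 6.19 in WT-DM, 16.6 ± 0.723 in MKO-GM and 16.1 ± 0.838 in MKO-DM cells (SD, n = 3 each). MKO-DM cells had a log2 fold change of -2.84 against WT-DM cells (standard error 0.06, adjusted p = 9.3e-37 from edgeR), and in MKO cells differentiation medium changed it by -0.04 (standard error 0.07, adjusted p = 0.59 from edgeR). The bin at 118305001-118310000 holds the Dyrk2 start. Its loop to 118425001-118430000 was in all 4 lists, with 194 contacts and 5.37 times the expected in WT-DM, 3.82 times in WT-GM, 2.51 times in MKO-GM and 2.94 times in MKO-DM cells. A loop from the same bin to 118145001-118150000, at 2.29 times the expected contacts, was listed in WT-DM cells alone. The loop to 118075001-118080000 was listed in WT-DM and MKO-DM cells, at 3.36 and 4.44 times. The window of Fig. 6e held 7 loops in WT-GM, 19 in WT-DM, 6 in MKO-GM and 8 in MKO-DM cells.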

Collectively, these results demonstrate that MyoD orchestrates the formation of myogenic-lineage-specific chromatin loops that are required for the transcriptional regulation of myogenic genes during muscle cell differentiation.

### In MyoD-knockout cells, H3K27ac is insufficient to drive the formation of MyoD-bound chromatin loops

The dynamic organization of the 3D genome is known to facilitate the sophisticated interplay between accessible versus inaccessible chromatin states and TF occupancy^47^, but the interdependent impacts (and likely feedback) of chromatin status on 3D genome organization have remained largely elusive. In addition to our observation of MyoD-dependent H3K27ac modification on MyoD-induced loops, we found that during muscle cell differentiation, the loop anchors with increased H3K27ac signals showed overall enrichment for consensus E-box sequences (the known target motif of the MyoD protein) (Fig. 7a). When MyoD was knocked out, H3K27ac modification was remarkably decreased on MyoD-binding regions (Fig. 7b), further supporting our contention that overall H3K27ac modification depends on MyoD during differentiation. As MyoD itself stably binds around many myogenic genes in proliferating muscle cells, MyoD-dependent H3K27ac modification correlates even more specifically with loop formation or disruption. These results and the previously reported positive correlation between H3K27ac and loops^52,55^ prompted us to examine whether the H3K27ac-mediated active chromatin state directly triggers the formation of MyoD-bound chromatin loops during muscle cell differentiation.

**Fig. 7:**
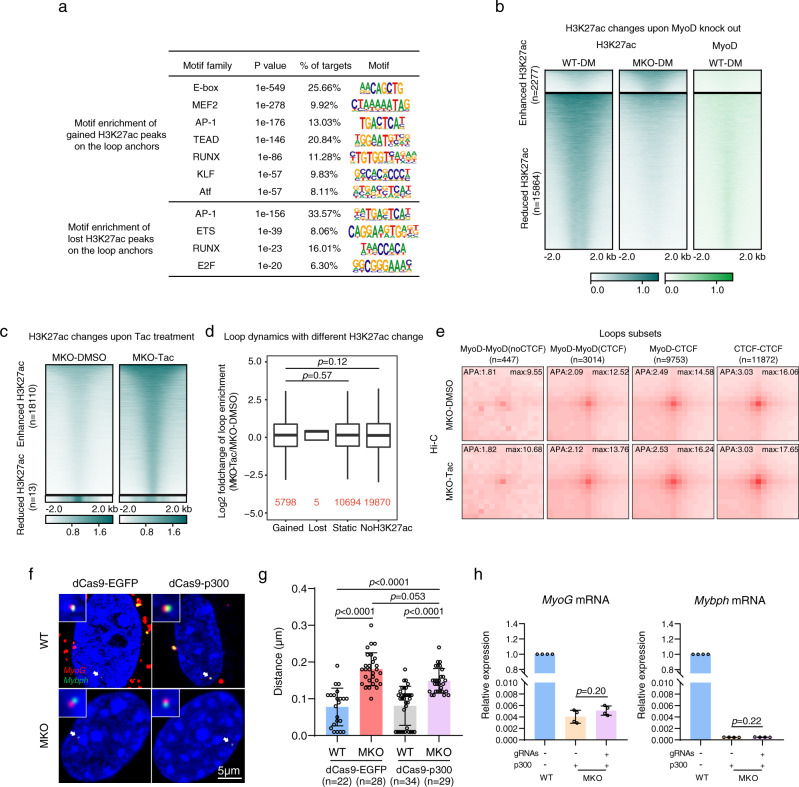
H3K27ac enhancement in MKO cells is not sufficient to drive the formation of MyoD-bound chromatin loops. **a** Motif enrichment at loop-anchor H3K27ac peaks gained or lost in WT-DM cells compared with WT-GM cells. *p*-values of motif enrichment were determined using cumulative binomial distributions, as applied by Homer. **b** Heatmaps showing H3K27ac peaks found to be enhanced and reduced on ChIP-seq analysis of MKO-DM cells versus WT-DM cells. MyoD-binding peaks at those differential H3K27ac peaks are also shown. **c** Heatmaps showing H3K27ac peaks enhanced and reduced on ChIP-seq analysis of MKO cells treated with the selective class I HDAC inhibitor, Tacedinaline (Tac), in DM for 12 h. DMSO-treated MKO cells served as a control. **d** Loop-strength fold changes of the loops with gained, lost, static or no H3K27ac marks on their anchors between MKO cells treated with Tac or DMSO. Loop strength was defined as relative Hi-C contacts found at loop pixels compared with those at surrounding donut-shaped background pixels (see Methods). The loop numbers are marked in red. *p*-values were calculated by the one-sided Wilcoxon rank-sum test. Source data are provided as a Source Data file. **e** APA plots showing aggregated Hi-C contacts around the four types of chromatin loops (classified in 2**d**) in MKO cells treated with Tac or DMSO (control). **f** Representative dCas9-mediated DNA images visualizing the chromatin loops linking *MyoG* (red) and *Mybph* (green) in WT and MKO cells transfected with dCas9-p300core and cultured in DM for 24 h. dCas9-EGFP served as a control. **g** The distance between the two anchors visualized in **f**. The scale bar represents 5 μm. Data are presented as mean ± SEM. *p*-values were determined by ANOVA followed by Tukey’s multiple comparison test, ***p < 0.001. Source data are provided as a Source Data file. **h** Relative expression of *MyoG* and *Mybph* in the cells described in **f**, as determined by qRT-PCR. Data are presented as mean ± SEM. *p*-values were determined by ANOVA followed by Tukey’s multiple comparison test. *n* = 3 biologically independent samples. Source data are provided as a Source Data file.

We tested this possibility by treating MKO cells with the histone deacetylase I specific inhibitor, Tacedinaline (Tac), to enrich their H3K27ac signal throughout muscle cell differentiation. 

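MKO cells had 13339 loops after Tac and 12867 after DMSO, each from a list called on 3 pooled BL-Hi-C libraries. The cells were kept for 12 h in differentiation medium, and Tac was at 2.5 µM. Tac blocks class I histone deacetylases, which remove acetyl groups from histones. The authors called these loops with HiCCUPS in the way of the other lists. The DMSO list had fewer expected contacts than that of untreated MKO cells, which a lower depth would give. At loops called at the same pixel, the contacts expected in MKO-DMSO cells were 0.248 of those in MKO-DM cells, which were kept for 24 h. H3K27ac values of these cells were not analysed here.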

We found that Tac treatment led to the accumulation of H3K27ac modification in 18,110 genomic regions, including the anchors of MyoD-induced loops (96/285) (Fig. 7c). Furthermore, analysis of BL-Hi-C data from the Tac-treated MKO and DMSO-treated control cells showed that, in the absence of MyoD, the accumulation of H3K27ac per se was not sufficient to trigger the formation of new loops or enhance the signals for MyoD-bound or CTCF-CTCF chromatin loops (Fig. 7d, e). 

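Of the loops of MKO-DMSO cells, 72.9% (exact binomial 95% interval 72.1 to 73.7) had a match after Tac, and of those of MKO-Tac cells, 70.6% (69.8 to 71.4) had a match after DMSO. This left 3918 loops listed after Tac alone and 3484 after DMSO alone. At the 5365 loops called at the same pixel, observed over expected contacts were lower after Tac by a median log2 value of -0.05 (95% interval -0.06 to -0.04), and 57.1% of them were lower. The expected contacts were 1.17 times those after DMSO, which a higher depth of the Tac list would give. The median loop length after Tac was 110 kb against 95 kb. At Mef2c, 2 loops were listed after Tac and 1 after DMSO. At Dyrk2, 4 were listed after Tac and 2 after DMSO, at the window of Myog and Mybph 3 and 6, at the Myh genes 3 and 4, at Rbm24 1 and 1, and at the Actc1 and Lrtm1 windows 0 in both. Classes of loops by MyoD or CTCF were not analysed here, and pooled lists allow no test. From the strength of loops with and without Tac, the paper concludes that more H3K27ac alone does not form new loops when MyoD is absent.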

Consistently, Tac treatment could not rescue the differentiation defect of *MyoD*-null cells (Supplementary Fig. 7a, b).

To further validate the above results at a specific MyoD-mediated loop, we specifically increased the H3K27Ac level at the *Myog-Mybph* locus in *MyoD*-null cells using the dCas9-p300 system^56^. Toward this end, we applied sgRNAs to guide the dCas9-p300-core to each anchor of the *MyoG-Mybph* loop in *MyoD*-null cells (Supplementary Fig. 7c). The p300-facilitated acetylation of H3K27 at anchors of *MyoG-Mybph* loop was confirmed by ChIP-qPCR (Supplementary Fig. 7d), and chromatin loop formation at the *MyoG*-*Mybph* locus was examined by dCas9-mediated DNA imaging (Fig. 7f). We observed that the increased levels of H3K27ac mediated by dCas9-p300-core were not able to rescue *MyoG*-*Mybph* loop formation or activate transcription of *MyoG* or *Mybph* in the *MyoD*-null cells (Fig. 7g, h). Cells isolated from WT mice were used as a control (Fig. 7f–h).

Together, our data support the notion that H3K27ac accumulation in *MyoD*-null cells is insufficient to reconstruct MyoD-mediated chromatin loops, and further indicate that the master TF, MyoD, is a critical genome organizer in establishing the unique 3D genome architecture of muscle cells.

## Discussion

Each cell type acquires a unique stage-specific organization of its 3D genome during development. The cell-type-specific organization of the 3D genome can be regarded as an emergent property that is mediated by the interplay between TFs and chromatin-associated proteins^57^. Based on this model, the components involved in regulating the emergent property of chromatin should be coordinately orchestrated by a genome organizer that instructs the specific organization of the 3D genome in each cell type at a specific developmental stage. In this report, we provide compelling evidence indicating that MyoD exerts a previously unappreciated function as a genome organizer in muscle stem cells, and thereby has broad functional impacts on genome structure beyond its known functions in activating gene expression during development. Mechanistically, we reveal internal interaction changes in MyoD-bound loops that suggest insights into the potential mechanism through which cell-lineage pioneer TFs ultimately specify the positions and nature of chromatin loops representing the cell-type-specific internal interactions that enable differentiation to yield the correct lineage-specific cell identity. Furthermore, we biochemically demonstrate that interaction between MyoD and the structural protein, CTCF, drives the formation of different types of loops, ultimately supporting a lineage-specific genetic program. Finally, our group and others demonstrate that *MyoD*-null myoblasts exhibit decreased levels of H3K27ac and H3K4me1 at MyoD-bound enhancers^58^, raising the possibility that H3K27ac might be implicated in chromatin looping. By directing the CRISPR-mediated site-specific accumulation of H3K27ac at MyoD-bound loop anchors, we show that MyoD-instructed chromatin looping is independent of H3K27ac levels in muscle cells. This finding emphasizes that the occupancy of a master TF protein can specify the genome structures that form the basis for proper cell-lineage differentiation.

It has been well documented that MyoD and Myf5synergistically regulate myogenic gene expression by binding their consensus E-box sequences genome-wide^18^. Mice with genetic deletion of either MyoD or Myf5 show apparently normal muscle development^19,59–61^, but myogenesis is completely absent from *MyoD;Myf5* double-KO mice^16^. Those results indicate that MyoD and Myf5 can functionally substitute for each other to maintain myogenesis during development. Given this, it is conceivable that Myf5 might compensate for MyoD function in *MyoD*-null cells. This could explain why we detected a small number of reduced chromatin loops in *MyoD*-null myoblasts cultured in GM and why, given that *Myf5* is significantly downregulated in differentiating myoblasts, we observed substantially fewer reduced MyoD-bound loops in *MyoD*-null cells cultured in DM. Therefore, it would be important to test whether Myf5 might also be an anchor protein that instructs higher-order chromatin structure for muscle cell identity. 

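Myf5, a myogenic factor related to MyoD, was read at 77.9 ± 4.61 CPM (SD, n = 3) in WT-GM and 22.7 ± 0.817 (SD, n = 3) in WT-DM cells, a log2 fold change of -1.79 (standard error 0.05, adjusted p = 5.0e-30 from edgeR). In MKO cells, the level was 214 ± 1.82 (SD, n = 3) in growth medium and 122 ± 4.99 (SD, n = 3) in differentiation medium, which is a smaller fall of -0.81 (standard error 0.04, adjusted p = 1.4e-23 from edgeR). Compared with WT cells, Myf5 was higher by 1.45 on the log2 scale in MKO-GM cells (standard error 0.04, adjusted p = 1.2e-31 from edgeR) and by 2.43 in MKO-DM cells (standard error 0.05, adjusted p = 4.6e-36 from edgeR). In MKO-DM cells, it was therefore above its level in proliferating WT cells.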

A recent report found that transcription-mediated supercoiling regulates genome folding and loop formation^62,63^. We also know that MyoD binds DNA as an inactive form in proliferating myoblasts^64^. Based on these data, it is possible that the small observed difference of chromatin loops between WT and *MyoD*-null myoblasts might reflect a lack of MyoD-regulated transcription in the myoblasts if the formation of MyoD-bound chromatin loops is mediated in a cohesin-dependent manner. Using our current data, we cannot exclude the possibility that the MyoD-mediated formation of chromatin loops occurs via either the transcriptional role of MyoD or compensation by other proteins, such as Myf5, in myoblasts. Further investigation is needed to elucidate the detailed molecular mechanism underlying the action of MyoD in orchestrating chromatin loop formation in muscle cells.

ATPase-dependent chromatin looping is a well-known model for CTCF/cohesin complex-directed large DNA interactions^46^. Recent studies showed that TFs can also orchestrate the formation of chromatin loops that play critical roles in regulating the expression of the target genes of these TFs in various cell types^9,47,65,66^. Although various working models have been proposed^7^, the molecular mechanism underlying TF-mediated chromatin looping is largely unknown. Phase separation, which is one of the models proposed to explain TF-mediated small enhancer-promoter interactions^67–69^, was supported by two recently published papers: Ahn et al. reported that phase-separated NUP98–HOXA9, a homeodomain-containing transcription factor chimera recurrently detected in leukemias, induces CTCF-independent chromatin loops that are enriched at proto-oncogenes^70^. Moreover, Wang et al. demonstrated that Oct4 regulates TAD structures and chromatin loops for cell fate transition via a phase-separation mechanism^71^. Therefore, it is conceivable that MyoD might also mediate chromatin looping via a phase-separation mechanism.

It will be interesting to determine which signals ultimately initiate MyoD’s loop specification layer of genetic regulation at the earliest possible stage of myogenic-lineage-specific cell fate determination. It was recently reported that quiescent muscle stem cells (also known as satellite cells, SCs) have relatively dense heterochromatin^72–75^ and depletion of the paired-box transcription factor, Pax7, significantly reduces heterochromatin condensation in rare surviving SCs^72,73^, indicating that Pax7 regulates heterochromatin structure in quiescent muscle cells. Pax7 also critically contributes to the ability of SCs to generate committed myogenic progenitors by directly regulating *Myf5* and *MyoD*^76–78^. We speculate that Pax7 might act as an upstream regulator of MyoD-instructed chromatin looping by upregulating MyoD expression in SCs during myogenic development.

To extend our insights beyond the MyoD-mediated architectural regulation of muscle cell fate, we performed similar preliminary experiments with the well-studied neuron-specific TF, NeuroD2, in neuronal cells. Our results suggest that NeuroD2a has a highly similar loop specification function that apparently underlies the neuron lineage-specific 3D genome architecture and impacts (downstream) the genetic programming of future cell fate. We are eager to see if other lineage-specific TFs in different developmental systems and/or organisms play a general role, similar to that reported herein for MyoD, as genome organizers that orchestrate the lineage-specific chromatin and 3D genome structures required for cell fate determination during development.

## Methods

### C2C12 cell culture and differentiation

Mouse C2C12 cells (ATCC, CRL-1772) were cultured in growth medium (GM) consisting of Dulbecco’s modified Eagle’s medium (Gibco, Cat.N: C11995500BT) supplemented with 4.5 g/L glucose, 10% fetal bovine serum (Ausbian, Cat.N: VS500T), and 1% penicillin and streptomycin at 37 °C in a 5% CO_2_ atmosphere. For the differentiation of C2C12 myoblasts, cells were transferred to Dulbecco’s modified Eagle’s medium containing 2% horse serum and 1% antibiotics, and then cultured for 24 h. C2C12 cells were grown to 80–90% confluence before the induction of differentiation.

### Mouse lines and animal care

*MyoD*-knockout (MKO) mice (#002523) were obtained from the Jackson Laboratory. The floxed*-MyoD* mice in the C57BL/6j background were generated by the Model Animal Research Center of Nanjing University. Mice were housed in a pathogen-free facility and had free access to water and standard rodent chow under the following conditions: 21 °C ambient temperature, 50–60% humidity, 12 h dark/light cycle. All animal procedures were approved by the Animal Ethics Committee of Peking Union Medical College, Beijing, China (ACUC-A01-2016-003).

### Primary myoblast isolation, culture, and differentiation

Primary myoblasts were isolated from hind-limb skeletal muscles of MKO, WT littermates, or floxed-*MyoD* (*MyoD*^fl/fl^) mice at 2–3 weeks old, minced, and digested in a mixture of type II collagenase and dispase. Cells were filtered from debris, centrifuged, and purified to eliminate fibroblasts by differential attachment for 2 × 10 min. The obtained cells were cultured in a growth medium (F-10 Ham’s medium supplemented with 20% fetal bovine serum, 10 ng/ml basic fibroblast growth factor, 1% antibiotics) on collagen-coated cell culture plates at 37 °C in 5% CO_2._ For the differentiation of primary myoblasts, cells were transferred to Dulbecco’s modified Eagle’s medium (Gibco, Cat.N: C11995500BT) containing 2% horse serum (Hyclone, Cat.N: SH30074.03) and 1% penicillin and streptomycin, and then cultured for 24 h. All cells were grown to 60–70% confluence before induction of differentiation. For H3K27ac accumulation experiments, MKO myoblasts were treated with 2.5 μM Tacedinaline (Selleck, Cat.N: CI994) in DM for 12 h to enrich H3K27ac. DMSO-treated MKO myoblasts grown in DM for 12 h served as a control. The cells were then collected for ChIP-seq and BL-Hi-C. For acute depletion of MyoD, myoblasts from *MyoD*^fl/fl^ mice were infected with adenovirus-Cre (ad-Cre) and adenovirus-EGFP as control (ad-Ctrl). Two days (48 h) post-infection, EGFP-positive cells were sorted. The sorted cells were cultured in DM for 24 h and collected for RNA-seq and BL-Hi-C analyses.

### Cell preparation for BL-Hi-C and library construction

BL-Hi-C library construction was performed as previously described^19^ with some modifications. In brief, primary myoblasts were treated with 2% formaldehyde (Sigma, Cat.N: F8775) for 15 min (room temperature, R.T.) for protein–protein and protein–DNA crosslinking, and the reaction was quenched by adding glycine solution (F.C., 0.2 M) for 5 min (R.T.). The cells were scraped, transferred, and centrifuged, and the collected cells were split into aliquots of 3–5 × 10^5^ cells. Cell pellets were frozen in liquid nitrogen and stored at −80 °C until use.

For library construction, the cells were suspended in 1 ml of 1% SDS lysis buffer (50 mM HEPES-KOH, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 1% SDS) at R.T. for 15 min and centrifuged at 500 × *g* for 2 min. The pellet was washed with 1 ml 0.1% SDS lysis buffer (50 mM HEPES-KOH, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS) and centrifuged at 500 × *g* for 2 min. The supernatant was discarded, and the cells were incubated with 50 µl of 0.5% SDS for 30 min at 37 °C. The SDS was quenched by the addition of 145 µl H_2_O and 12.5 µl 20% Triton X-100, and the genome was digested into blunt-end fragments with 5 µl HaeIII (10 U/µl, NEB, Cat.N: R0108L) in 81.5 µl H_2_O, 10 µl 10 × NEB buffer 2, 2.5 µl 20% Triton X-100, and 1 µl BSA at 37 °C for at least 2 h. The blunt ends of the DNA fragments were treated with adenine and ligated with Bridge Linker containing biotin for 4 h at R.T. The unligated DNA fragments were digested with 2 µl 10 mM dATP and 5 µl Klenow fragment (3′–> 5′ exo-) (NEB, Cat.N: M0212L) at 37 °C for 40 min. The cells were pelleted and resuspended with 79 µl H_2_O, 2 µl Bridge Linker, 10 µl T4 DNA ligase buffer, 5 µl 20% Triton X-100, 1 µl BSA, and 5 µl T4 DNA ligase at R.T. for 4 h. The cells were spun down and resuspended with 88 µl H_2_O, 10 µl lambda exonuclease buffer, 1 µl lambda exonuclease, and 1 µl exonuclease I to remove unligated Bridge Linker. The cells were then digested with 2 µl 10% SDS, 5 µl 20 mg/ml proteinase K (Ambion, Cat.N: AM2546), and 4 µl 5 M NaCl at 65 °C for 6 h or overnight. The DNA was purified by phenol–chloroform (Solarbio, Cat.N: P1012-500 ml) extraction and ethanol precipitation and fragmented to an average length of 300 bp using an S220 Focused-ultrasonicator (Covaris, Cat.N: 520045). The biotin-labeled DNA fragments were pulled down using streptavidin-coated Dynabeads M280 (Thermo Fisher, Cat.N: 11205D). The supernatant was discarded and the sample was incubated with 78 µl H_2_O, 10 µl T4 DNA ligase buffer, 1 µl 10 mM dNTP, 5 µl T4 polynucleotide kinase (NEB, Cat.N: M0201L), 1 µl T4 DNA polymerase (NEB, Cat.N: M0203L) and 5 µl large (Klenow) fragment (NEB, Cat.N: M0210L) at R.T. for 30 min to repair the ends. The supernatant was discarded and the sample was incubated with 83 µl H_2_O, 10 µl NEB buffer 2, 2 µl 10 mM dATP, and 5 µl Klenow fragment (3′–> 5′ exo-) (NEB, Cat.N: M0212L) at 37 °C for 30 min for A-tailing. The supernatant was discarded and the sample was mixed with 7.6 µl H_2_O, 10 µl 2 × quick ligase buffer, 2 µl quick ligase, and 0.4 µl 20 µM Y-adaptor at R.T. for 30 min for sequencing adaptor ligation. The library was PCR amplified from the beads for 12–14 cycles. After purification with AMPure XP beads (Beckman, Germany, Cat.N: A63881), each library was sequenced as double-end 150-bp reads. The sequences of the Bridge Linker and Y-adaptor were obtained from the BL-Hi-C paper^33^.

### ChIP and library preparation

Primary myoblasts were fixed with 1% formaldehyde in F-10 Ham’s medium at R.T. for 10 min and quenched with glycine (F.C., 0.125 M) for 5 min at R.T. The cells were scraped, pelleted, frozen in liquid nitrogen, and stored at 80 °C until further use. For IP, we used the following: 1 × 10^6^ cells and 2.5 µg antibody for H3K27ac, 2.5 × 10^6^ cells and 5 µg antibody for CTCF, and 1 × 10^7^ cells and 5 µg antibody for MyoD. The cells were thawed on ice, resuspended in cold cell lysis buffer (10 mM Tris pH 8.0, 10 mM NaCl, 0.5% NP-40) and 1 × EDTA-free protease inhibitors. The cells were lysed for 15 min on ice with inversion every 2 min, and centrifuged. The nuclear pellet was resuspended with cold nuclear lysis buffer (50 mM Tris pH 8.1, 10 mM EDTA, 1% SDS) and 1 × protease inhibitors. Nuclei were lysed for 15 min on ice with inversion every 2 min, and then sonicated for 24 cycles of 30 s on/30 s off using a Bioruptor (Diagenode). After sonication, a 10 × volume of IP dilution buffer (20 mM Tris pH 8.0, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, protease inhibitors) was added, and the chromatin was precleared using 25 µl protein A/G magnetic Dynabeads (Thermo Fisher, Cat.N: 88802/03) per IP for 1 h at 4 °C with rotation. The chromatin was incubated with the antibody for 6 h or overnight at 4 °C with rotation. The following antibodies were used for ChIP: MyoD, sc32758; H3K27ac, ab4729; CTCF, CST, Cat.N: 2899 S. Meanwhile, 25 µl beads per IP were blocked with 1 ml PBS/BSA (1 × PBS and 5 mg/ml BSA-fraction V) at R.T. for 3 h or at 4 °C overnight. The beads were then added to the chromatin/antibody and incubated for 4 h at 4 °C with rotation. Next, the beads were washed twice with cold low-salt wash buffer (20 mM Tris pH 8.1, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.1% SDS), twice with high-salt wash buffer (20 mM Tris pH 8.1, 2 mM EDTA, 500 mM NaCl, 1% Triton X-100, 0.1% SDS), twice with cold LiCl wash buffer (10 mM Tris pH 8.1, 1 mM EDTA, 250 mM LiCl, 1% NP-40, 1% sodium deoxycholate), and once with cold 1 × TE buffer (10 mM Tris pH 8.0, 1 mM EDTA). The DNA:protein complexes were eluted twice for 10 min at 70 °C in 150 µl elution buffer (100 mM NaHCO_3_, 1 mM EDTA, 1% SDS). The complexes were combined with 5 M NaCl, RNase A, and proteinase K and reverse crosslinked at 65 °C for 6 h or overnight. DNA was purified using phenol/chloroform extraction and ethanol precipitation. Library construction was performed using an NEBNext® Ultra™ II DNA Library Prep Kit for Illumina (#E7530L, NEB).

### Total RNA library preparation

Total RNA was extracted using TRIZOL (Life Technologies, Cat.N: 15596018). Library construction was performed by ANNOROAD and Novagene. Sequencing libraries were constructed using an NEBNext® Ultra^TM^ RNA Library Prep Kit for Illumina following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample.

### Real-time RT-PCR analyses

Total RNA was extracted from cells with TRIZOL reagent and reverse-transcribed (RT) using RevertAid reverse transcriptase (Thermo Scientific, EP0442). For measuring nascent or mature *MyoG* and *Mybph* mRNAs, quantitative PCR (qPCR) analyses were performed with the Soso-Fast qPCR Master Mix (Bio-Rad, 1725202) using an iQ5 Multicolor Real-Time PCR Detection System (Bio-Rad). *GAPDH* served as an internal control. All primers used for RT-qPCR are listed in Supplementary Data 5.

### Library quality control and sequencing

Before sequencing, the libraries were quantified by qPCR and the size distribution was assessed using an Agilent 2100 Bioanalyzer. Hi-C libraries were sequenced at 2 × 150 bp pair-end on the Illumina Nova seq S2 platform. ChIP-seq libraries were sequenced at 1 × 50 bp single-end on the Illumina Nextseq550/Nova seq S2 platforms. RNA-seq libraries were sequenced at 2 × 150 bp paired-end on the Illumina Nova seq S2/HiSeq X10 platforms. All sequencing was performed by ANNOROAD and Novagene.

### Recombinant MyoD purification

The PCR-amplified DNA fragment encoding full-length MyoD (residues 1–318) was cloned into a modified pET28a vector with an N-terminal His6-SUMO tag and Ulp1 protease site. The constructed expression vector, named pET28a-SUMO-MyoD-FL, was transformed into *Escherichia coli* strain BL21 (DE3) (Agilent Technologies, Cat.N: 200131). The cells were grown in LB medium supplemented with 50 mg/ml kanamycin at 37 °C until the OD600 reached 0.6–0.8, and then 0.2 mM isopropyl β-D-1-thiogalactopyranoside (J&K, Cat.N: 367-93-1) was added to induce protein expression and the cells were cultured overnight at 18 °C. The cells were harvested by centrifugation at 5000 rpm (Thermo Fisher Scientific) for 15 min. The pellet was resuspended in buffer containing 20 mM Tris-HCl pH 8.0, 500 mM NaCl, and 25 mM imidazole pH 8.0, lysed under high pressure with a cell crusher (JNBIO JN-02C), and further clarified by centrifugation at 17,000 rpm for 60 min at 4 °C (Beckman Coulter). The supernatant was loaded onto 5 ml HisTrap FF columns (GE Healthcare) pre-equilibrated with Buffer 1 (20 mM Tris-HCl pH 8.0, 500 mM NaCl, 25 mM imidazole pH 8.0). His6-SUMO-MyoD-full-length (FL) was eluted from the column using elution buffer (Buffer 2; 20 mM Tris-HCl pH 8.0, 500 mM NaCl, 500 mM imidazole pH 8.0) with a stage-wise gradient on ÄKTA™pure (GE Healthcare). His6-SUMO tags were cleaved by Ulp1 protease during dialysis against buffer S (20 mM Tris-HCl, pH 8.0, 500 mM NaCl) and removed by a second-step HisTrap FF column (GE Healthcare). The MyoD-FL protein present in the flow-through was diluted with precooled 20 mM Tris-HCl pH 8.0 to ensure a low NaCl concentration, and excess nucleic acids were removed using a HiTrap SP FF column (GE Healthcare) with buffer A containing 20 mM Tris-HCl pH 8.0 and 200 mM NaCl and buffer B containing 20 mM Tris-HCl pH 8.0 and 1 M NaCl. The eluted protein was concentrated by centrifugal ultrafiltration (Millipore Amicon Ultra, 10 K), and loaded onto a pre-equilibrated HiLoad Superdex 75 16/60 column (GE Healthcare) in buffer GF (20 mM Tris-HCl, pH 8.0, 500 mM NaCl, 2 mM DTT) for final purification. All steps were performed on ice or at a low temperature.

### In vitro DNA looping assay and transmission electron microscopy (TEM)

We first constructed plasmid pUC57-MyoD, which contains 10 MyoD-binding sites (E-box, CAGCTG) separated by ~2.8 kb of intervening DNA. The intervening DNA was chosen as regions without MyoD occupancy or MyoD-binding motifs based on ChIP-seq and motif distribution data from muscle cells. The MyoD-binding motif (CAGCTG) was validated with EMSA (our previous data). The plasmid was digested with EcoRI (NEB, R0101) and gel purified. For the ligation assay, the DNA and proteins were incubated in binding buffer (20 mM Tris 7.9, 50 mM NaCl, 1 mM EDTA) at 25 °C for 20 min; the DNA:protein ratio was 1:100, wherein the final concentration of DNA was 80 nM and the final concentration of protein was 8 μM. The DNA–protein complexes were purified by gravity-flow gel filtration (4 ml of 2% agarose, ABT E-01508S-2B) using TE buffer (10 mM Tris 7.9, 1 mM EDTA). Peak fractions of DNA–protein complexes were analyzed by TEM. Briefly, samples were fixed with 0.4% glutaraldehyde in TE buffer on ice for 30 min. Then, DNA–protein complexes were mixed with a buffer containing spermidine (final concentration, 2 mM) to enhance the absorption of chromatin to the grids. Samples were loaded to glow-discharged carbon-coated EM grids, which were incubated for 2 min and then blotted. The grids were washed stepwise in 20 ml baths of 0%, 25%, 50%, 75%, and 100% ethanol solution for 4 min each (at R.T.), air-dried, and then shadowed with tungsten at an angle of 10° with rotation. Finally, the samples were examined using an FEI Tecnai G2 Spirit 120-kV TEM. Micrographs are shown in reverse contrast.

### E-box deletion

E-box deletion at the *MyoG* promoter was performed using a CRISPR/Cas9-mediated DNA editing system. Briefly, two sgRNAs (L and R) targeting the *MyoG* promoter were designed (Supplementary Data 5) and cloned to a backbone vector carrying a codon-optimized version of Cas9 with EGFP (Cas9-px458). The resulting plasmid, which harbored the two sgRNAs, was named Cag9-sgRNA-L&R. For E-box deletion in muscle cells, C2C12 cells were transfected with Cag9-sgRNA-L&R and cultured for 48 h. The EGFP-positive cells were FACS-sorted and plated to a 12-well plate. When the cells reached 80% confluence, they were changed to DM for 24 h. Finally, the cells were genotyped by PCR using four pairs of primers (Supplementary Data 5) and subjected to measurement of chromatin loop formation by Tn5-mediated 3D-FISH. The EGFP-negative cells served as negative controls.

### DNA FISH

DNA FISH probes were constructed according to a previously published paper (Tn5-FISH)^44^. Briefly, the probe library was generated by PCR amplification and recovered using a DNA Cleanup kit (Zymo Research, Cat.N: D4014). The primer sequences for probe amplification are listed in Supplementary Data 5. The Tn5-FISH probes were amplified by a second PCR with fluorescence-tagged primers. The in situ hybridization procedure of Tn5-FISH was similar to that of traditional FISH, as previously described^79^. Briefly, cells were seeded on coverslips and fixed with 4% paraformaldehyde for 15 min, washed with PBS for 5 min, and permeabilized with 0.1% Triton X-100/saponin solution for 10 min. Next, the cells were washed with PBS for 5 min, incubated in 20% glycerol for 20 min, snap freeze-thawed three times with liquid nitrogen, air-dried, and washed with PBS. The cells were further treated with 0.1 M HCl, permeated with 0.5% Triton X-100/saponin, digested with 100 µg/mL RNase A for 30 min at 37 °C, and then balanced in 50% deionized formamide/2 × SSC solution for 30 min. Each Tn5-FISH probe (10 ng) was mixed with hybridization buffer and applied to the slide, the coverslip was placed on top, and the slide was incubated at 75 °C for 5 min and then overnight at 37 °C. The coverslips were washed with wash buffer, stained with DAPI, and then mounted on slides with AntiFade mounting medium (Solarbio, Cat.N: S2100). Microscopic imaging was performed on a Leica TCS SP8 STED equipped with the spectral flexibility of white-light laser (WLL) for excitation and an HC PL APO × 100/1.4 oil objective.

### Immunofluorescent staining

Cells were fixed with 4% paraformaldehyde in PBS, blocked in 3% BSA, and stained according to standard protocols using primary antibodies against MyoD (Santa Cruz, sc32758, 1:500), CTCF (Millipore, 07-729, 1:200), Pax7 (DSHB, 1:15), MyoG (DSHB, F5D, 1:500), and MHC (DSHB, MF-20, 1:500). As secondary antibodies (for all but the dSTORM experiments), goat anti-mouse Alexa Fluor 594 (Zhongshanjinqiao Corporation, Cat.N: ZF0513, 1:200) was used for Pax7 and goat anti-mouse Alexa Fluor 488 was used for MyoD and MHC (Zhongshanjinqiao Corporation, Cat.N: ZF0512, 1:200). The secondary antibodies used for dSTORM were goat anti-mouse Alexa Fluor 488 (Life Technologies, Cat.N: A-11017, 1:1000) and goat anti-rabbit Alexa Fluor 647 (Life Technologies, Cat.N: A-21246, 1:1000).

### Western blot analysis

The cells were lysed in a buffer containing 50 mM Tris pH 7.5, 150 mM NaCl, 0.5% Nonidet P40, and protease and phosphatase inhibitors. Proteins in lysates were resolved by SDS-PAGE and transferred to a polyvinylidenedifluoride membrane. Immunoblotting was performed using primary antibodies against MHC (DSHB, MF-20, 1:500); MyoD (Santa Cruz, sc32758, 1:500) and β-tubulin (CMCTAG, AT0003, 1:1000). Membranes were washed for 30 min, incubated with HRP-conjugated secondary antibodies (Zhongshanjinqiao Corporation, Cat.N: ZB-2305, 1:2000) for 1 h at room temperature, and then washed with Tris-buffered saline containing 0.1% Tween-20 for 30 min. Membranes were then placed in detection solution (Thermo Fisher Cat.N: 34580), incubated for 1 min at room temperature, and subsequently exposed to a chemiluminescence instrument (Tanon, #5800). For full scans of all Western blots, see the Source Data file.

### Direct stochastic optical reconstruction microscopy (dSTORM)

Coverslips (Warner Instruments, 25 mm, #1.5 thickness) were used. C2C12 cells were cultured on cleaned coverslips coated with fibronectin (2 μg/mL in PBS, pH 7.4; Sigma). After cells were immunostained for MyoD and CTCF (see Immunofluorescent staining section above), they were blocked twice with 1 × PBS solution containing 50 mM glycine for 10 min, washed once in 1 × PBS, and then subjected to dual-color imaging in dSTORM imaging buffer (1 × PBS, 100 mM β-mercaptoethylamine (Sigma, Cat.N: 30070), pH 7.4) containing TetraSpeck beads (Life Technologies, Cat.N: T7279), which were used as fiducial markers for x−y drift correction and for overlaying the two-color images.

dSTORM images were acquired on an Olympus IX83 motorized inverted fluorescence microscope equipped with the CellTIRF-4Line system, a 150 × 1.45 NA total internal reflection objective, a back-illuminated EMCCD camera (Andor), an IX3-U-m4TIRSbx filter set (Olympus), and 488 nm (150 mW) and 640 nm (140 mW) lasers. dSTORM images of Alexa 647 and Alexa 488 were acquired sequentially in that order. All images were acquired at 10 frames per second. Individual molecules were localized and super-resolution images were reconstructed using the ThunderSTORM analysis module available for ImageJ.

### dSTORM colocalization analysis

Colocalization between MyoD and CTCF signals was quantified from the reconstructed dSTORM images^43^. Specifically, a pair of binarized MyoD and CTCF dSTORM images acquired from the same cell (described above) were first aligned based on the x−y coordinates of TetraSpeck beads appearing in both channels. Cross-correlation analysis and pixel-by-pixel calculation of the colocalization ratio were then performed on randomly selected, equally sized sections (regions of interest, ROIs) of these images.

Cross-correlation analyses of the dSTORM images were performed as previously described^43^. In brief, the cross-correlation function $${{{{{\rm{c}}}}}}(\vec{{{{{{\rm{r}}}}}}})$$ between MyoD and CTCF signals within ROIs were computed in MATLAB using Fast Fourier Transforms (FFT) as follows:

$${{{{{\rm{c}}}}}}(\vec{{{{{{\rm{r}}}}}}})={{{{{\rm{Real}}}}}}\left(\frac{{{FFT}}^{-1}({FFT}({{Im}}^{{MyoD}})\times {{{{{{\mathrm{conj}}}}}}}({FFT}({{Im}}^{{CTCF}})))}{{\rho }^{{MyoD}}{\rho }^{{CTCF}}N(\vec{{{{{{\rm{r}}}}}}})}\right)$$

where *Im*^*MyoD*^ and *Im*^*CTCF*^ are input ROIs from binary dSTORM images of MyoD and CTCF proteins, *ρ*^*MyoD*^, and *ρ*^*CTCF*^ are the signal density within the ROIs, and $$N(\vec{{{{{{\rm{r}}}}}}})$$ is a normalization factor for the size of the ROIs.

ROIs from the MyoD and CTCF channels were overlaid and then subjected to pixel-by-pixel analysis of the colocalization ratio between the MyoD and CTCF signals using a custom-written MATLAB code. The percentage of MyoD signals that colocalized with CTCF signals (%MyoD colocalizing with CTCF) was calculated by dividing the number of pixels containing both MyoD and CTCF signals by the total number of pixels containing MyoD signals. The percentage of CTCF signals that colocalized with MyoD signals (%CTCF colocalizing with MyoD) was calculated by dividing the number of pixels containing both MyoD and CTCF signals by the total number of pixels containing CTCF signals.

### CRISPR-mediated DNA imaging

To visualize chromatin loop anchors, we took advantage of the CRISPR-mediated DNA labeling system^80,81^ and designed modifications to achieve non-repetitive DNA imaging. Briefly, 15 guide RNAs (crRNAs) targeting each anchor of the examined chromatin loop (*MyoG*-*Mybph* loop) were designed. The backbone sequences of the crRNA and tracrRNA were as previously described^80,81^. The sequences of crRNAs and tracrRNA used in this study are presented in Supplementary Data 5. The crRNAs were synthesized with fluorescent labeling at the 5′-end (Sango Biotech). The full-length tracrRNA was non-fluorescently synthesized by Integrated DNA Technologies (IDT). The crRNAs and tracrRNA were annealed and incubated with dCas9 protein (IDT) to form fluorescent RNA protein complexes (fRNPs) as previously described^81^. Primary myoblasts or C2C12 cells were pretreated with 100 ng/ml nocodazole (Sigma, M1404) for 16 h and transfected with the pre-assembled fRNPs or preannealed crRNA pool plus dCas9-p300core plasmid (gifts from Bo Huang) by electroporation using an SE Cell line 4D-Nucleofector™ X Kit (Lonza, Catalog#: V4XC-1024). The electroporated cells were plated in collagen-coated Nunc Glass Bottom Dishes (Thermo Fisher, 150680) and cultured for 12 h before imaging. Microscopic imaging was performed on a Leica TCS SP8 STED equipped with the spectral flexibility of WLL for excitation and an HC PL APO ×100/1.4 oil objective. Imaging was performed using maximum intensity projection with Z stacks from 0.2 to 3 μm. The optimal image processing was performed with STED-lighting. Some images were cropped to obtain key regions needed to measure the distance between DNA loci, with maximum values identified by Fiji (Image J)^82^ after maximum intensity projection. Nuclei were visualized using DAPI for fixed cells and Hoechst 33342 (Thermo Fisher, 62249) for living cells.

### RNA-seq data processing and differential gene expression analysis

Paired-end RNA-seq reads were obtained from three biological replicates of WT and MKO primary myoblasts at proliferation (GM) and early differentiation (DM) stages, with an average read depth of 4.5 × 10^7^ read pairs per sample. HISAT2 v2.1.0^83^ was used to align the reads to the mm9 genome, then HTSeq v0.6.0^84^ was applied to calculate the counts per gene under default parameters. Differential genes were identified with FDR < 0.01 and fold change > 1.5, using DESeq2 v1.24.0^85^. RNA-seq data from cells acutely depleted of MyoD with a Cre-mediated knockout system (MyoD^fl/fl^-Cre) and their controls were treated in the same way. Enrichment of GO terms among differential genes was assessed using DAVID v6.8.

### ChIP-seq data analysis

H3K27ac and CTCF ChIP-seq analyses were performed with two replicates in WT and MKO primary myoblasts at proliferation (GM) and early differentiation (DM) stages, while MyoD ChIP-seq analyses were performed in WT myoblasts and myocytes. H3K27ac ChIP-seq analyses were also performed in MKO cells with or without Tacedinaline treatment. ChIP-seq reads were mapped to the mm9 genome with Bowtie2 v2.3.5^86^ using default parameters. Aligned reads were filtered with a minimum MAPQ of 20, and duplicates were removed using SAMtools v1.9^87^. Peaks were called using MACS2 v2.2.5^88^ with default parameters for CTCF and MyoD. H3K27ac peaks were called by MACS2 using the broad-peak mode. Signal tracks were generated using the -SPMR option in MACS2. Then, the UCSC Genome Browser utility^89^, bedGraphToBigWig, was used to transform the bedgraph files to bigwig files. Differential peaks of ChIP-seq experiments were called with the R package, DiffBind v2.10.0^90^, under default settings. Heatmaps of ChIP-seq signal enrichment were generated by the Python package, deepTools v3.0.1^91^. ChIP-seq peak annotation was done by ChIPseeker v1.20.0^92^. The public ChIP-seq data used in this study were processed in the same manner. More specifically, we merged our detected MyoD peaks with those called from public MyoD ChIP-seq data (GSE56131) and determined the differential peaks by examining the MyoD-binding strength at merged peaks, comparing our WT-DM and WT-GM MyoD ChIP-seq data based on DiffBind v2.10.0. WT-GM pseudo-peaks combined static MyoD peaks and MyoD peaks with reduced signal in WT-DM, while WT-DM pseudo-peaks combined static MyoD peaks and MyoD peaks with enhanced signal in WT-DM cells.

### Motif enrichment analysis

The Homer^93^ script findMotifsGenome was used with default parameters to enrich for the motif of ATAC-seq peaks overlapped with loop anchors in WT primary myoblasts. The Homer script findPeaks was used with option –nfr to find nucleosome-free regions in the H3K27ac peaks. These nucleosome-free regions of the broad H3K27ac peaks were applied to call motifs, using findMotifsGenome with the size set to 200 bp.

### Hi-C data processing, Hi-C loop calling, and differential loop detection

BL-Hi-C data were processed for WT and MKO primary myoblasts at proliferation (GM) and early differentiation (DM) stages, MyoD^fl/fl^-Cre and MyoD^fl/fl^-Ctrl cells at the early differentiation stage, and MKO cells with or without Tacedinaline treatment. Non-redundant uniquely mapped contacts were generated utilizing an in-house HiCpipe pipeline, which trimmed the bridge linker, aligned reads, filtered artifact fragments, and removed duplicates. Juicer^40^ was used for Hi-C map generation, compartment partitioning, and loop calling. For every 100 kb bin, A or B compartments were defined by the over 70% replicates majority rule. Contact domain boundaries (CDBs) and their relative insulation scores were calculated by HiCDB, while insulation scores^94^ were calculated on MyoD- or CTCF-bound CDBs with the insulation score method (parameters: -is 1000000 -ids 200000 -im mean -nt 0.1). Differential CDBs were defined with a *t*-test FDR < 0.01 and a difference between cases and controls higher than the 80% quantile of the overall difference. The domain score^47^ (D-score) for each loop was calculated by dividing the intraloop interactions by all interactions connected to the corresponding loop. Loops with differential internal interactions (D-score) were determined with a *t*-test FDR < 0.01 and a fold change higher than the 80% quantile of the overall fold changes.

Loops were called under resolutions of 3, 5, and 10 kb with HiCCUPS using parameters (-p 6,4,2 -i 10,7,5) and scaled to 5 kb and 10 kb resolution. These parameters were also used to determine the loop strength of requested loops with HiCCUPS. Loop strength was calculated as relative Hi-C contacts at loop pixels compared with those at surrounding donut-shaped background pixels. The differential loop detection method was adapted from Douglas et al.^53^, and used DESeq2 to detect differential enrichment of the loop over background across conditions. To compare loops under two conditions, loops were first called on combined BL-Hi-C matrixes for each condition and merged together. Then, the loop pixels and their surrounding pixels were collected from each biological replicate at resolutions of 5 kb and 10 kb, according to the previous work^53^. To address a description of bias^52^ based on contact distance associated with the identification of differential interactions from Hi-C-like data, loops were split into distance regimes of greater or less than 150 kb for 5 kb and 10 kb resolution. Differential loops called from each set were thresholded by a FDR of 0.1 and combined to form the final set of dynamic loops. For dynamic loops detected under both 5 kb and 10 kb resolution, the 5-kb resolution loops were kept. Public in situ Hi-C data of in vivo embryonic stem (ES) and cortical neuron (CN) cells were processed by Hi-C-Pro v2.11.1^95^ in the mapping and filtering steps and then treated with the same processing framework as our BL-Hi-C data.

### Loop annotation, aggregation, and functional analysis

Loop anchors (scaled to 10 kb) were overlapped with MyoD- and CTCF-binding sites and classified into four classes using bedtools toolset v2.27.1^96^. MyoD or CTCF occupancy on loops was also determined by intersecting loop anchors and MyoD or CTCF peaks. Aggregate peak analysis (APA) plots were generated to assess the quality of loop detection and explore the characteristics of different loop classes, as applied by the Juicer APA command. The aggregated maps generated by Juicer were normalized by the actual supporting loop number and the *cis*-interaction pairs of each sample. The APA score was also calculated by the Juicer APA command as the ratio of Hi-C contacts at the central pixel versus the mean Hi-C contacts of the lower-left pixels. Enrichment plots for differential CDBs and loops with differential internal interactions were generated with coolpup.py^97^.To gain knowledge about the function of different loop types, we analyzed the loop anchors with GREAT v3.0.0^98^ using the association rule “single nearest gene and 100 kb max extension” to identify the enriched biological process. For loop internal interaction analysis, we examined the genes enclosed in the loops and assigned the genes to their most dynamic loops to obtain explicit gene-loop pairs. In other sections, genes associated with loops were determined if their promoters (±3 kb around the TSS) overlapped loop anchors. To measure the muscle-lineage specificity of genes associated with MyoD-bound and CTCF-bound loops, we calculated the Z-score of gene expression in WT-DM cells compared with those of other ENCODE-collected cell types (embryonic stem cells, spleen cells, B cells, T cells, megakaryocytes, neural progenitors, and cortical neuron cells). ClusterProfiler v3.12.0^99^ was used to enrich and compare GO terms for different sets of loops bound by CTCF or MyoD.

### Visualization

Tracks of Hi-C maps and ChIP-seq data were generated by pyGenomeTracks v3.1.2 and UCSC,respectively^100^. Hi-C maps of each condition were normalized by *cis*-interaction pairs.

### Statistics

Analysis-specific statistics were applied as described in each subsection. For comparisons of distributions, the Wilcoxon rank-sum test was employed in R. Data are represented as boxplots where the middle line is the median, the lower and upper hinges correspond to the first and third quartiles, respectively, the upper whisker extends from the hinge to the largest value no further than 1.5 × IQR from the hinge (where IQR is the interquartile range), and the lower whisker extends from the hinge to the smallest value at most 1.5 × IQR of the hinge. Data beyond the whiskers were ignored.

The statistical significance of two-group comparisons was calculated using the two-tail Student’s *t*-test and ANOVA followed by Tukey’s multiple comparison test. The following annotation applies for all figures: *p < 0.05, **p < 0.01, ***p < 0.001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of additional Supplementary File

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The raw sequence data reported in this paper have been deposited in the Genome Sequence Archive (GSA)^101^ under accession number CRA002490. The processed data of this paper have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE157339. Accession codes for the published data in GEO used in this study are as follows: MyoD ChIP-seq of WT primary myoblasts, GSE56131; MyoD ChIP-seq of WT primary myotubes, SRP001761; ATAC-seq of WT primary myoblasts, GSE63573; NeuroD2 ChIP-seq of embryonic cortical neuron cells, GSE67539; Hi-C data of mouse neural development as well as CTCF and H3K27ac ChIP-seq of embryonic cortical neuron cells, GSE96107; SMC3 ChIP-seq of C2C12 myoblasts and myotubes, GSE113248. Data were aligned to the mm9 genome. Source data are provided with this paper.

## Source data

Source Data

## Code availability

Custom scripts described in the Methods will be made available upon request.

# Supplementary material for: MyoD is a 3D genome structure organizer for muscle cell identity
**Source:** Nat Commun. 2022 Jan 11;13:205. doi: 10.1038/s41467-021-27865-6
**Supplement:** Supplementary file 2 — Description of additional Supplementary File

Description of additional Supplementary Data files

Supplementary Data 1: Gene expression and differential gene expression during differentiation and upon MyoD knock out.

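The table gives raw counts for 20793 genes in 12 libraries, and the authors' DESeq2 log2 fold changes and adjusted p for 3 comparisons. At the thresholds of the paper, the authors' deposited values call 4010 genes higher and 3452 lower in WT-DM vs WT-GM cells. They call 1320 higher and 1431 lower in MKO-GM vs WT-GM, and 3177 higher and 3199 lower in MKO-DM vs WT-DM cells. Of the authors' calls, 7259, 2719 and 6221 were among the genes tested here, and 7179, 2680 and 6186 of them were also called by edgeR with the same sign. The sign was opposite for 0 genes in each comparison. Trp53i11, a target of p53, is one of the largest falls on differentiation, from 291 to 4.60 CPM (means, n = 3 each), and Meg3, an imprinted RNA, one of the largest rises, with a log2 fold change of 7.02.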

Supplementary Data 2: Loops called by HiCCUPS in WT-GM, WT-DM, MKO-GM and MKO-DM cells.

Supplementary Data 3: MyoD pseudo-peaks in WT-GM and WTDM combining our data and data from Umansky., et al. 2015

Supplementary Data 4: Intersection of differential loops during differentiation and upon MyoD knock out.

Supplementary Data 5: Sequences of all primers, probes or sgRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

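RNA-seq of primary myoblasts was used in 4 groups of 3 libraries: wild-type cells in growth medium (WT-GM) and after 24 h in differentiation medium (WT-DM), and MyoD-null cells in the same media (MKO-GM and MKO-DM). RNA-seq of MyoDfl/fl-Cre and MyoDfl/fl-Ctrl cells after 24 h in differentiation medium added 3 libraries each. Loop lists of BL-Hi-C were used for 8 conditions, of which the WT-DMSO and WT-c646 lists, at 27 h by the labels, are not described in the paper.

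The authors deposited raw counts per gene, made from reads aligned to mm9 and counted with HTSeq. The paper names HISAT2 as the aligner, while the notes with the samples name TopHat2 2.1.0, and which of these made the table is not settled. The log2 fold changes in the same table are those of the authors, from DESeq2 on these counts, as are the adjusted p-values. The FPKM values of the MyoDfl/fl cells were made by the authors from fragments per gene, divided by gene length and library total, and the tool and the lengths used are not stated. For each loop, the authors deposited the observed contact count at its pixel, an expected score from the ring of bins around it and an FDR, all from HiCCUPS on the replicates of a condition pooled. The paper names an in-house pipeline for the contacts and the notes name HiC-Pro. A few expected scores of HiCCUPS are negative or not finite, and such loops were given no ratio.

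The count table holds 20793 genes. Library totals, as counts in genes, ran from 14668762 to 18905078, and the paper gives a larger average of read pairs. Replicates differed little, with a common biological coefficient of variation of 0.0283. The paper calls them biological replicates and does not say how many mice they came from. The adjusted p-values are measured against this spread between libraries. If libraries of a genotype shared mice or cultures, a difference between animals or cultures cannot be told apart from genotype. Genes passing edgeR's filter were fitted in a single quasi-likelihood model with TMM factors (R 4.3.3, edgeR 4.0.16), and p was adjusted by Benjamini and Hochberg. The comparisons were WT-DM vs WT-GM, MKO-GM vs WT-GM, MKO-DM vs WT-DM, MKO-DM vs MKO-GM and the difference of the responses to differentiation medium in MKO and WT cells. The FPKM table holds 24083 genes, of which 4473 were at 0 in every library, and 2 lines without values were left out. The log2 of FPKM plus 1 was tested with limma 3.58.1 with a trend, for genes with a mean of at least 1. A gene was called at an adjusted p under 0.01 and a fold change above 1.5. DESeq2 1.42.0 was run as an alternative.

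Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated one. The 20 fixed lists are myogenic transcription factors, sarcomere and contraction, excitation-contraction coupling and neuromuscular junction, myoblast fusion and membrane, muscle energy metabolism, DNA replication and mitosis, cell-cycle exit, Id and Notch pathway, muscle stem cell markers, architectural proteins, histone acetyltransferases and class I deacetylases, imprinted genes, p53 targets, interferon-stimulated genes, and markers of fibroblasts, adipocytes, endothelium, macrophages, Schwann cells and smooth muscle. The genes of the Fig. 6b sheet formed a further list, chosen by the study. Genes named in the text are members of these lists, genes that the paper names, and the 10 called genes with the largest change per direction among those with at least 10 CPM, or 5 FPKM, and no overlap between replicates of the groups. Part of the authors' values for these genes, in a supplementary table and the Fig. 6b sheet, had been seen when the rule and the fixed lists were written. Some of the genes and loci examined are not reported here.

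Loops were matched between lists when both anchors lay within 10 kb, and shares carry exact binomial 95% intervals (Python 3.11.15, scipy 1.17.1). Gene starts were taken from a GENCODE annotation of mm9. Loops called at the same pixel in 2 lists gave a ratio of expected contacts, used as a proxy for relative depth. This ratio also moves with the contacts around the loops. The comparison of genes at anchors by Fisher's exact test was chosen after the data had been seen.

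The tests were tried on simulated data. Of 100 genes planted at a fold of 2, between 91 and 99 were called in each comparison, with 0 false calls by edgeR or limma. These genes were above a minimum level of expression, and far fewer were changed than were called in the real data. All 999 of 999 planted loops were matched. Each had an anchor shifted by a bin of 10 kb, so the rule matches them by definition. Alternatives were DESeq2, RLE factors, library totals, other filters and thresholds, fits of only the groups compared, a replicate block, each library left out in turn, other pseudocounts and scalings of FPKM, and other tolerances, strengths and lengths of loops. Replicates share numbers across groups, but neither the paper nor the labels state a pairing, so the main tests have no block. ChIP-seq signal, peaks and classes of loops by MyoD or CTCF, contact matrices and loops of MyoDfl/fl cells were not analysed here.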

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

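The tests of a shared step and of other genes for the liver transcripts, the sum without F2, both tests of all further macrophage transcripts without a filter, both tests of the c646 loops and the test of FPKM scaling were chosen after the results had been seen.

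Liver transcripts stood out in 7 of 12 RNA-seq libraries, which the paper does not analyse: 10 transcripts summed to 35.4 CPM in WT-GM replicate 1 and 29.6 to 39.3 CPM in the 6 MKO libraries, against at most 0.272 CPM in the other 5. A set of 22 further liver transcripts was 7.95 times as high in WT-GM replicate 1 as the mean of replicates 2 and 3, which argues against loss of MyoD as the whole cause. These 22 were at 8.35 to 10.0 CPM in the WT-DM libraries, which lack the 10 transcripts, mostly from F2, which encodes prothrombin, with 127 to 157 counts there and 5 to 16 in the other libraries. Without F2, they summed to 5.14 to 7.06 CPM in the 7 libraries and to 0.387 to 1.47 CPM in the other 5. Only 9 genes outside the liver lists were called by edgeR between WT-GM replicate 1 and replicates 2 and 3 (Apoa2, Ambp, Hp, Apoc1, Fabp1, Cyp3a11, Saa2, Saa1 and Bhmt, all products of liver, named after their values were seen), which argues against a wide difference of batch between these 3 libraries. That fit takes replicate 1, alone in its arm, to vary like the other libraries, and a batch of the MKO libraries cannot be told apart from genotype. Counts of the 10 transcripts kept near a fixed ratio across the 7 libraries (chi-square per degree of freedom 1.14), so RNA or reads of liver in a shared step of these libraries is a candidate explanation. The source of such RNA stays open.

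The WT-c646 list, from an inhibitor the paper does not report on, held 14843 loops, of which 2027 had no match in WT-DMSO cells, against 26806 loops in the WT-DMSO list. At the loops called at the same pixel, observed over expected contacts were lower after c646 by a median log2 value of -0.30 (95% interval -0.32 to -0.29), which argues against sequencing depth alone, as the expected contacts were 0.890 of those after DMSO. Between the WT-DM and WT-DMSO lists, which differ in hours and treatment, the same median was 0.30. With 1 pooled list for each condition, an effect of c646 and a difference between libraries cannot be told apart.

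Of 28 tested markers of fibroblasts, endothelium, macrophages and smooth muscle, 22 were lower and 4 higher in MyoDfl/fl-Cre than in MyoDfl/fl-Ctrl cells by limma (2 fibroblast and 2 smooth muscle markers higher), a signal in genes that the paper does not discuss. Camera gave adjusted p = 0.00020, 0.00015, 0.00020 and 0.00067 for these lists, and adjusted p = 0.070, 0.070, 0.10 and 0.070 with an estimated correlation. Adipocyte markers went the other way, with 3 of 5 higher and a median log2 fold change of 1.39, and Schwann cell markers had 1 higher and 1 lower of 4. When each library was scaled to a common median, 22 were also lower. That scaling lowers the Cre values, with the median gene going from 0.11 to -0.03 on the log2 scale. It could therefore hardly remove lower calls, and it cannot decide whether scaling plays a part. Of 14 further macrophage transcripts, 12 were lower and 0 higher by limma without a filter on low FPKM, all 14 had a lower mean, and the highest was at 3.21 FPKM in the control cells. C1qb fell from 2.25 to 0 and Fcgr3 from 1.03 to 0.0117 FPKM. Their median log2 fold change of -0.80, on FPKM plus 1, decides nothing, as it would be -0.93 with every Cre value at 0. The 3 that pass the filter had a median of -1.49, with means in Cre cells from 0 to 0.848 FPKM. They pass it through their values in the control cells, so this median decides nothing either. The paper cleared fibroblasts by attachment, a step that would remove other cells in part. It also sorted EGFP-positive cells after infection with adenovirus, which selects infected cells and not a type of cell. The control virus carried EGFP, so the arms also differ in virus. Macrophages in the control cultures are a candidate explanation for the lower macrophage transcripts, and other types of cells stay open for the other lists. In WT-DM vs WT-GM, 10 of 13 fibroblast, 5 of 8 endothelial, 7 of 8 macrophage and 8 of 8 smooth muscle markers were higher. The remaining macrophage marker was lower. In MKO-DM vs WT-DM cells, 6 fibroblast, 5 macrophage and 7 smooth muscle markers were lower. There, 5 fibroblast markers and 1 smooth muscle marker were higher, and 0 endothelial markers were called. An effect of MyoD loss on these genes in the MyoDfl/fl cells cannot be told apart from other cells.

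Responses to differentiation medium differed between MKO and WT cells, by edgeR's test of the difference itself, for genes named in the text: by log2 values (MKO minus WT) of 0.98 for Myf5, 5.59 for Myog, -4.45 for Mef2c, -1.57 for Dyrk2, -3.56 for Lrtm1 and 2.37 for Mcm3. The value for Myog reflects its start near the floor, at 1.51 CPM in MKO-GM against 503 in WT-GM cells. Its level in MKO-DM cells stayed lower, at 519 CPM against 3572 in WT-DM cells. For Mybph, the difference of -0.17 (standard error 0.24) was not called (adjusted p = 0.54 from edgeR). Mybph also started near the floor, at 0.858 CPM in MKO-GM against 42.6 in WT-GM cells. Its level in MKO-DM cells stayed lower, at 29.5 CPM against 1649 in WT-DM cells. For lists, the median differences were 2.24 for DNA replication and mitosis, 1.26 for the Id and Notch pathway, 0.33 for muscle stem cell markers, 0.19 for imprinted genes and -1.46 for endothelial markers, with camera adjusted p = 2.9e-60, 1.9e-07, 1.5e-07, 6.4e-06 and 0.00029 (0.00048, 0.0041, 0.0054, 0.0054 and 0.015 with an estimated correlation). Of 13 tested p53 targets, which the paper does not discuss, 9 were higher after Cre by limma, among them Trp53inp1 at a log2 fold change of 2.06 (camera adjusted p = 0.0026, adjusted p = 0.23 with an estimated correlation).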

How the results depend on the processing

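The alternatives with a term for the liver transcripts, without markers of other cells and with other tolerances for genes at anchors were chosen after seeing the data. No gene called both in a comparison as reported and under an alternative turned its direction, but the larger part of the called genes turned from higher to lower in WT-DM vs WT-GM with library totals and in Cre vs Ctrl with median or TMM-type scaling, and the near-even splits of MKO-GM vs WT-GM and MKO-DM vs WT-DM also changed sides. Of the values of the main results, 543 kept within their limits and 71 moved, and the cause was not tested apart from the fewer genes tested at a mean FPKM of at least 5 and the looser threshold without a fold. Depth limits the loop lists, since a weak loop can be missing from the shallower of 2 lists, and its effect on the shares was not measured.

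With library totals only, 5288 genes were higher and 2186 lower in MKO-DM vs WT-DM cells, 4769 and 1725 differed in their response to differentiation medium, and 2 genes of Fig. 6b were higher in MKO-GM cells. With no fold threshold, 5588 genes were lower in WT-DM vs WT-GM. The counts were 7555 (3846 higher, 3709 lower) in MKO-GM vs WT-GM, 10686 (5340 and 5346) in MKO-DM vs WT-DM, 10312 (5212 and 5100) in MKO-DM vs MKO-GM, 8619 (4513 and 4106) for the difference of responses and 5463 (3540 and 1923) in Cre vs Ctrl cells. Of the Fig. 6b genes, 2 were then higher in MKO-GM cells, 14 lower in MKO-DM vs MKO-GM and 1 higher after Cre. For Cre vs Ctrl, a pseudocount of 5 gave 1139 (636 and 503) and a mean FPKM of at least 5 gave 1448 (884 and 564).

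Shares of matched loops at 0 and 20 kb tolerance were 54.0 and 82.3% for WT-GM in WT-DM, 42.5 and 67.1% for WT-DM in WT-GM, 51.7 and 77.2% for WT-GM in MKO-GM, 54.4 and 80.3% for MKO-GM in WT-GM, 47.7 and 73.8% for WT-DM in MKO-DM, 55.3 and 83.6% for MKO-DM in WT-DM, 52.4 and 80.3% for MKO-GM in MKO-DM, and 45.4 and 71.0% for MKO-DM in MKO-GM. They were 48.5 and 76.8% for MKO-DMSO in MKO-Tac, 46.9 and 74.0% for MKO-Tac in MKO-DMSO, 30.7 and 55.1% for WT-DMSO in WT-c646, and 54.9 and 89.5% for WT-c646 in WT-DMSO. For loops under 150 kb, the share was 62.3% for WT-DM in WT-GM, 76.8% for MKO-GM in WT-GM, 79.9% for MKO-DM in WT-DM, 66.0% for MKO-DM in MKO-GM, 76.1% for MKO-Tac in MKO-DMSO, 47.2% for WT-DMSO in WT-c646 and 87.0% for WT-c646 in WT-DMSO. For loops of at least 150 kb, it was 78.6% for WT-GM in WT-DM, 64.6% for WT-DM in WT-GM, 70.2% for WT-DM in MKO-DM, 76.4% for MKO-GM in MKO-DM, 69.2% for MKO-DM in MKO-GM, 71.0% for MKO-DMSO in MKO-Tac, 60.8% for MKO-Tac in MKO-DMSO, 55.0% for WT-DMSO in WT-c646 and 84.1% for WT-c646 in WT-DMSO. At a false discovery rate of at most 0.01, MKO-DMSO in MKO-Tac was 72.1%.

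Leaving out each library in turn gave 7734 to 7874 genes in WT-DM vs WT-GM, 3037 to 3102 in MKO-GM vs WT-GM, 6530 to 6627 in MKO-DM vs WT-DM, 5579 to 5663 in MKO-DM vs MKO-GM, 5397 to 5483 for the difference of responses and 2358 to 2476 in Cre vs Ctrl. DESeq2 gave 7766, 2953, 6440, 5463 and 5264 for the first 5 of these. A replicate block, which pairs libraries by number, gave 7841, 3168, 6608, 5689, 5503 and 2414, and 6 of 12 count libraries and 3 of 6 FPKM libraries correlated best with their own number. A term for the liver transcripts gave 7674, 2819, 5465, 5721 and 5411. Without the markers of other cells, 2388 genes were called in Cre vs Ctrl. Of the other values, 251 moved, 15 passed a threshold that they had missed, 15 missed one that they had passed and 0 turned their direction under edgeR, limma or DESeq2.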

Differences from the paper's values

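None of the 12 log2 fold changes of 6 genes of the Fig. 6b sheet differed from the paper's by the rule set for this, with a largest difference of 0.02. Values in the sheet had been seen when the tests were planned. The loop numbers of WT-GM and WT-DM cells match the paper's. Under the alternatives, 33 of 180 values differed.

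The paper describes the loop between Myog and Mybph as lost in MyoD-null cells, and the legend of Fig. 3b as having fewer contacts in MKO-DM than in WT-DM cells. The MKO-GM list lacks this loop, as does the WT-GM list. The MKO-DM list holds it at the same pixels as the WT-DM list, at 2.35 times the expected contacts against 2.86 times, which runs the way of the legend. The paper also measured the distance between these anchors by imaging in MKO cells (Fig. 3e and Fig. 7f, g). Those images are other evidence for its statement and were not analysed here.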

Other observations

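No test in this part was chosen after the result had been seen. Imprinted genes and the Id and Notch pathway differed between MyoD-null and WT cells in growth medium. In MKO-GM vs WT-GM cells, 3 imprinted genes were higher and 6 lower of 11 tested (the same adjusted over the list alone), among them Igf2, a growth factor, with a log2 fold change of -4.04 (standard error 0.04), and H19, its neighbouring noncoding RNA, with -3.12 (standard error 0.03). The camera test gave adjusted p = 5.5e-14 from limma, or adjusted p = 0.00050 with an estimated correlation. In the Id and Notch list, 7 of 13 genes were lower in MKO-GM cells and 0 higher by edgeR (median log2 fold change -0.69, camera adjusted p = 1.3e-08, or adjusted p = 0.0011 with an estimated correlation). In MKO-DM vs WT-DM cells, the camera test of neither list passed its threshold, with 3 higher and 5 lower imprinted genes (camera adjusted p = 0.23, or adjusted p = 0.28 with an estimated correlation) and 4 higher and 5 lower genes of the Id and Notch list (adjusted p = 0.32, or adjusted p = 0.36 with an estimated correlation). Muscle stem cell markers divided in MKO-DM vs WT-DM cells, with 8 higher and 3 lower of 12 (median log2 fold change 1.20, camera adjusted p = 0.0038, or adjusted p = 0.028 with an estimated correlation). Ccnd1, a cyclin of early cell cycle, was higher by 1.90 (standard error 0.04) and Ctcf, the insulator protein, by 0.80 (standard error 0.04) in MKO-DM vs WT-DM cells.

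Markers of other cells also moved. In MKO-GM vs WT-GM cells, 8 of 8 endothelial markers were higher (median log2 fold change 1.10, camera adjusted p = 6.9e-05, or adjusted p = 0.0069 with an estimated correlation), 7 of 13 fibroblast markers were higher and 1 lower (median 1.16, adjusted p = 0.00010, or adjusted p = 0.040 with an estimated correlation), and 5 of 8 macrophage markers were higher (6 adjusted over the list alone, camera adjusted p = 0.13, or adjusted p = 0.22 with an estimated correlation). In MKO-DM vs WT-DM cells, 5 macrophage markers were lower and 0 higher by edgeR, 5 fibroblast markers were higher and 6 lower, and 0 endothelial markers were called by edgeR, with 5 at an unadjusted p under 0.05. Adipocyte markers had 2 of 5 higher in MKO-GM vs WT-GM cells, and smooth muscle markers 4 of 8 higher and 2 lower (camera lower, adjusted p = 0.0047, or adjusted p = 0.028 with an estimated correlation). Smooth muscle markers had 7 of 8 lower and 1 higher in MKO-DM vs WT-DM cells (median -1.58, camera adjusted p = 0.0010, or adjusted p = 0.020 with an estimated correlation), and Schwann cell markers 4 of 6 lower. Interferon-stimulated genes had 4 of 14 higher and 1 lower in MKO-DM vs WT-DM cells. Of 9 histone acetyltransferases and deacetylases, 3 were higher there. Of 12 architectural proteins, 5 were higher there (camera adjusted p = 0.028, adjusted p = 0.37 with an estimated correlation), and in MKO-GM vs WT-GM cells 0 were called by edgeR, 0 by DESeq2 and 9 had an unadjusted p under 0.05.

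Other splits of the libraries were tested for each comparison. For the difference of responses to differentiation medium, 100 assignments of the 12 libraries were used. Of these, 1, the real one, called as many as 5519 genes, and the highest other called 3560. The assignments also mixed genotypes and media, which differ strongly by themselves. They therefore cannot decide whether the difference of responses alone could arise by chance. Groups of 3 libraries make 10 splits, too few for a share under 0.05. Against the real values of 7867, 3180, 6633, 5709 and 2414 genes, the highest other split called 0 by edgeR, or by limma for Cre vs Ctrl, and against 42 Fig. 6b genes lower after Cre it called 0.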
